# Grafting Triggers Differential Responses between Scion and Rootstock

**DOI:** 10.1371/journal.pone.0124438

**Published:** 2015-04-13

**Authors:** Anita Kumari, Jitendra Kumar, Anil Kumar, Ashok Chaudhury, Sudhir P. Singh

## Abstract

Grafting is a well-established practice to facilitate asexual propagation in horticultural and agricultural crops. It has become a method for studying molecular aspects of root-to-shoot and/or shoot-to-root signaling events. The objective of this study was to investigate differences in gene expression between the organs of the scion and rootstock of a homograft (*Arabidopsis thaliana*). MapMan and Gene Ontology enrichment analysis revealed differentially expressed genes from numerous functional categories related to stress responses in the developing flower buds and leaves of scion and rootstock. Meta-analysis suggested induction of drought-type responses in flower buds and leaves of the scion. The flower buds of scion showed over-representation of the transcription factor genes, such as Homeobox, NAC, MYB, bHLH, B3, C3HC4, PLATZ etc. The scion leaves exhibited higher accumulation of the regulatory genes for flower development, such as SEPALLATA 1–4, Jumonji C and AHL16. Differential transcription of genes related to ethylene, gibberellic acid and other stimuli was observed between scion and rootstock. The study is useful in understanding the molecular basis of grafting and acclimation of scion on rootstock.

## Introduction

Grafting is a widely used and traditional method of asexual propagation in fruit crops which do not reproduce true-to-type from seed [1]. The benefits of grafting in vegetable crops are also being recognized in recent years [2]. Rootstocks influence the scion development in several ways, affecting the traits of agricultural interest, such as vegetative vigour, stress tolerance, yield, fruit quality etc. [2,3]. The controlling effect of rootstock over scion is possibly due to altered root-to-shoot and/or shoot-to-root chemical signaling [3]. Several studies on long-distance signaling via graft-union provide evidences for multiple types of mobile signals, such as hormones [4,5,6,7], proteins [8,9], ribonucleoprotein [10], RNAs [11], small RNAs [12,13,14,15,16], minerals [17,18] etc, conferring a wide range of effects on scion development.

Despite the wide use of grafting in agriculture, very little is known about the molecular mechanism of rootstock-regulation of scion’s phenotypes. Gene expression studies are useful approaches in understanding the genes involved in the effect of the rootstock. Transcriptional profiling in the scions of *Prunus cerasus* [19] and *Malus domestica* [20] revealed differences in the expression level of 99 and 116 transcripts, respectively, which could contribute to rootstock-regulation of biomass in scion. Recently, effect of heterografting has been examined on gene expression in scion [21] and graft interface [22] in *Vitis vinifera*. In the shoot apex of scion, grafted onto vigorous rootstock, the differentially expressed genes related to growth, stress, hormone signaling and hybrid vigour possibly confers vigour effects [21]. Up-regulation of stress response was notified at graft interface of heterografts, as compared to the homografts, suggesting that the tissues involved in graft-union could recognize and behaved differently in case of self or non-self grafting partner [22].

Grafting has become an experimental approach for studying plant biology, taking into account graft-transmissible long distance transport events and their impact on physiology of scion or rootstock, taking *Arabidopsis thaliana* as a model organism [23]. Since the first demonstration of inflorescence stem grafting in *A*. *thaliana* [24], several improvements have been made in the grafting protocol [23]. Recently, a modified wedge-style grafting of the primary inflorescence has been reported to obtain healthiest floral graft [25]. The aim of the study was to investigate the transcriptional profile in the organs of scion and rootstock in *A*. *thaliana*.

The present study analyses expression difference between scion and rootstock of a homograft in *A thaliana*. Microarray, a tool for accurate and high throughput gene expression analysis [26], was employed to examine transcriptome changes in the organs (flower bud and leaf) of scion and rootstock. The study furthers our understanding about the differential gene expression during flower and leaf development on scion and rootstock, and the genes involved in the acclimation of scion on rootstock after grafting.

## Material and Methods

### Plant material and growth conditions

The *Arabidopsis thaliana* var. Columbia-0 (Col-0) plants were used in the grafting experiments. The dried seeds were sterilized following the standard procedures, and were sown on Soilrite bed in pots. The pots were kept at 4°C in the dark for 2 days for stratification of seeds, and to synchronize seed germination. After stratification, the pots were shifted to PGC 20 growth chamber (Conviron, Canada) under long-day conditions (16-h light/8-h dark at 150 μmol m^-2^ s^-1^ irradiance) at 22°C ± 1°C and 65% humidity.

### Homografting

Homografting was carried out on young inflorescence stems of *A*. *thaliana* plants of uniform age (4–5 weeks) and height (~10 cm), following the procedure described by Nisar et al. [25], with some modifications. The primary inflorescence stem was cut horizontally by using a razor blade, and immediately placed in a petri dish containing sterile water; this part was used as scion for grafting on the same plant. A drop of water was placed on the cut end of the primary inflorescence stem of the same plant, to be used as rootstock. A vertical incision (~1 cm) was made in rootstock and the scion was cut in a wedge shape. Cut ends of the scion and rootstock were attached and wrapped with a parafilm around the graft. A support of a stick was provided to the plant. The plant was covered with a plastic bag to maintain high humidity for three days. The grafting was performed on multiple plants. Three grafted plants showing the best scion growth and development were selected for the study. The newly emerged un-opened flower buds and leaves were harvested from the side branches of scion and rootstock, at the same time. Harvesting of the samples was performed during 10 to 20 days after the graft (DAG). The samples were immediately frozen in liquid nitrogen and stored at -80°C till further use. The experiment was done in three independent biological replicates.

### RNA extraction and cDNA synthesis

Total RNA was extracted from the harvested leaf and flower bud samples using Spectrum Plant Total RNA kit (Sigma-Aldrich, USA), following the manufacturer’s instructions. On-column DNase (Sigma-Aldrich, USA) treatment was performed as instructed in the manual. The quality and concentration of total RNA were determined by using NanoQuant M200 Pro (Tecan) and agarose gel electrophoresis visualization. Double stranded cDNA synthesis, *in vitro* transcription to synthesize biotin labeled aRNA, purification and fragmentation of aRNA, and hybridization of arrays was performed following the protocol described in the technical manual of Affymetrix.

### Microarray

Affymetrix Arabidopsis ATH1 Genome Array GeneChip was used for microarray experiment. Affymetrix ATH1 GeneChip, a 3’ in vitro transcription (3’ IVT) expression array, contains more than 22,500 probe sets, representing approximately 24K genes. Labeling and hybridization of ATH1 GeneChips (one sample per chip) was performed according to the manufacturer’s instructions (http://www.affymetrix.com/support/technical/manuals.affx). The hybridized arrays were processed by running fluidics script FS450_0004 on an Affymetrix GeneChip Fluidics Station 450 and scanned on Affymetrix GeneChip Scanner 3000. The quality of hybridization was verified according to the Affymetrix microarray standards. The expression console of Affymetrix’s GeneChip Command Console (AGCC) software was used for computing cell intensity data of probesets and their positional values from image file. The intensities of probe arrays were normalized by using GeneSpring GX v12 (Agilent Technologies, Santa Clara, USA). The data has been submitted to NCBI (http://www.ncbi.nlm.nih.gov), with accession number GSE61631. Robust Multi-array normalization algorithm (RMA) values of probe sets were used for further statistical analysis. One-way ANOVA analysis was carried out in GeneSpring software with ‘Asymptotic’ *p* value computation and Benjamini-Hochberg false discovery rate (FDR) for multiple test correction (at *p* ≤ 0.05). The probe sets satisfying the criteria of p-value (≤ 0.05) and fold change (≥ 2) were used as differentially expressed genes for further analysis.

Functional annotation of the differentially expressed probe sets was obtained using the information available at TAIR (http://www.arabidopsis.org/tools/bulk/microarray/index.jsp) and PLEXdb (http://www.plexdb.org/modules/PD_general/tools.php). MapMan software was employed for visualization of differences in gene expression, and enrichment of functional categories in differentially expressed genes using the Wilcoxon rank-sum test (p value ≤ 0.05) [27,28].

Enrichment of Gene Ontology (GO) terms in the differentially expressed genes was performed using AgriGO analysis tool (http://bioinfo.cau.edu.cn/agriGO) [29], with Fisher tests and Bonferroni multiple testing correction (p ≤ 0.05). Kyoto Encyclopedia of Genes and Genomes (KEGG) categories was assigned by the plant gene set enrichment analysis toolkit (http://structuralbiology.cau.edu.cn/PlantGSEA/analysis.php) with fisher test function.

### Quantitative RT-PCR

For the validation of microarray data, quantitative RT-PCR was performed for five randomly selected genes in three biological replicates. cDNA was prepared from 500 ng of total RNA using Transcriptor First Strand cDNA Synthesis Kit (Roche, USA) according to manufacturer’s instructions. Gene expression was analyzed using 2X QuantiTect *SYBR Green* (Qiagen, USA), with a 200 nM primer concentration in a qRT-PCR machine (7500 Fast Real-Time PCR System, Applied Biosystems), according to the manufacturer’s instructions. The expression of genes of interest was normalized using housekeeping gene (polyubiquitin 10; At4g05320) and relative change in gene expression was quantified as described previously [30].

## Results and Discussion

### Homografting

Homografting experiments were carried out on young primary inflorescence stems of Arabidopsis plants (Fig 1A). Though difficulties have been encountered in maintaining hydraulic turgor across the graft junction [23], with the recent developments in grafting technique [25], the integrity of the graft union formation has been improved. In a successful flowering stem graft, vascular connection is established by about 7 DAG [25]. The floral stem graft, which maintains shoot apical dominance with a taller primary stem, indicates a functional vascular connection at the graft junction [25]. Three floral stem grafts with the best scion growth and development (Fig 1B), indicating appropriate transport of water, nutrients and signalling molecules across the graft junction, were selected for the study. The longitudinal and transverse sections across the graft-junction (10 DAG) confirmed the establishment of vascular connections between scion and rootstock stems (Fig 1C–1E). Callus proliferation near the wedge junction (Fig 1D) is indicative of good regenerative growth, confirming the integrity of graft-union [25]. The newly emerged un-opened developing flower buds and leaves were harvested from the side branches of scion and rootstock (10–20 DAG), for gene expression analysis. At maturity, siliques of scion were comparable to that of rootstocks (Fig 1F–1I). However, the slight reduction in silique length and number of seeds could be due to grafting generated effects on scion development.

**Fig 1:**
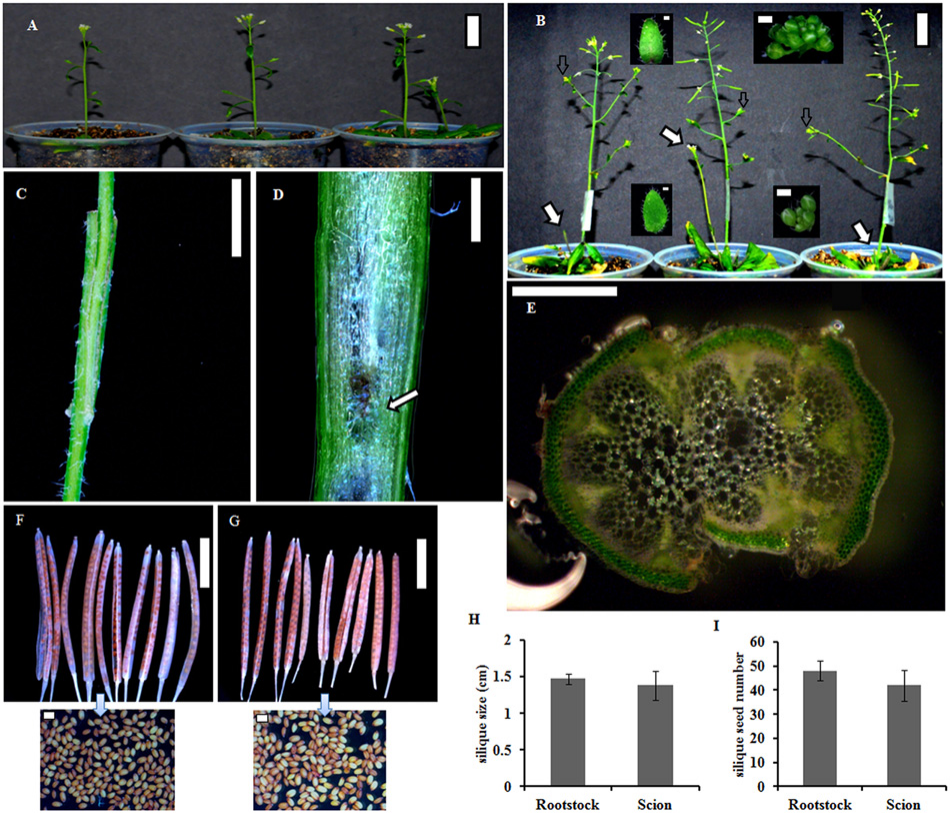
Homografting in *A*. *thaliana* plants. (A) Representative Arabidopsis plants selected for floral stem wedge-grafting (scale 2.5 cm). (B) Grafted plants (scale 2.5 cm) selected for harvesting the newly emerged un-opened flower buds and leaves (scale 500 μm) from the side branches of scion (up) and rootstock (down). The arrow shows rootstock in the plants. (C) A floral stem graft (10 DAG) showing wedge junction (scale 5 mm). (D) A longitudinal section through the floral stem graft (10 DAG) showing callus proliferation (arrow) near the wedge junction (scale 1 mm). (E) A transverse section from middle of the floral stem graft (10 DAG) (scale 500 μm). (F) Siliques (scale 1 mm) and seeds (scale 500 μm) of rootstock, and (G) scion. (H) Bar diagram representing length, and (I) seed number in mature siliques of rootstock and scion. The error bars indicate standard error in three biological replicates.

### Homografting alters the expression of many genes in flower buds and leaves

The transcriptional changes were examined in flower buds and leaves of scion and rootstock, emerged during 10 to 20 days after the homograft. 

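The data behind these comparisons are 12 ATH1 arrays, 3 each from scion flower buds, rootstock flower buds, scion leaves and rootstock leaves, harvested 10 to 20 days after grafting. The authors summarized the arrays with RMA in GeneSpring, and the deposited values are on a log2 scale with the median of each probe set over the 12 arrays set to 0. A difference between groups is unaffected by this centring, but no expression level can be read from the values. Without the 64 control probe sets 22746 were tested, of which 13513 carry a single gene in the platform annotation. A listed gene is counted as measured where the annotation or the tables of the paper name a single-gene probe set for it. Other listed genes may lie among the 8246 probe sets that stayed unnamed. Organ was the largest source of variation, and the first principal component, with 73.03% of the variance, separated flower buds from leaves. Scion flower bud replicate 1 stood between the other flower buds and the leaves, and 44 probe sets specific to leaves placed its median share of leaf signal at 8.22%, against 0.498% and 0.489% in replicates 2 and 3. Scion leaf replicates 1 and 3 held transcripts specific to flower buds, and replicate 3 of both leaf groups stood apart from the other leaf arrays on the second component. None of 5 reference genes, among them SAND (at2g28390) and EXP (at4g26410), changed between scion and rootstock, and their median log2 differences were -0.15 in flower buds and -0.05 in leaves. Differences were tested with limma over all 12 arrays, and a probe set was called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.05. The fit held no block for the replicate number, although the methods state that each scion was grafted back onto its own plant. The number of arrays limits the precision of every value. Scion and rootstock also differ in their position on the stem, and without arrays from ungrafted stems the effects of position and of grafting cannot be told apart.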

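In flower buds, 54 probe sets rose and 36 fell in the scion, and the increases were the larger changes, at 2.03-fold to 20.0-fold against 2.02-fold to 4.85-fold. The decreases include at1g43800, a stearoyl-ACP desaturase, which fell by 2.03 ± 0.19 (SE, adjusted p = 0.00824) on the log2 scale, and at2g28190, the copper/zinc superoxide dismutase CSD2 of the chloroplast, which fell by 2.12 ± 0.34 (SE, adjusted p = 0.0348), with n = 3 arrays per group. The poly(A)-binding protein gene at3g16380 fell by 1.46 and the dirigent-like gene at3g13662 by 1.38, with an adjusted p of 0.0441 and 0.0334. Also called as lower were at1g60240, at4g02970 and at5g44330, with log2 differences of -1.55, -1.42 and -1.42. Among the increases were at2g43820, encoding the salicylic acid glucosyltransferase UGT74F2, with 2.87 ± 0.51 (SE, adjusted p = 0.0481), and at1g47960, an inhibitor of invertases, with 3.22 ± 0.58 (SE, adjusted p = 0.0481). Without rootstock flower bud replicate 1 no flower bud call remained, and without replicate 2 of that group 4 remained. The calls of at1g43800 and at1g47960 were made in 11 and 2 of the 12 fits that left out 1 array (adjusted p 0.00466 to 0.0530 and 0.0192 to 0.202).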

A total of 840 genes were identified as differentially expressed, by two folds or more at p ≤ 0.05, in flower buds and/or leaves of scion and rootstock (Fig 2, S1 Table). The fold expression of five randomly selected genes was validated by qPCR analysis (S1 Fig). The differentially expressed genes have been further analyzed and discussed.

**Fig 2:**
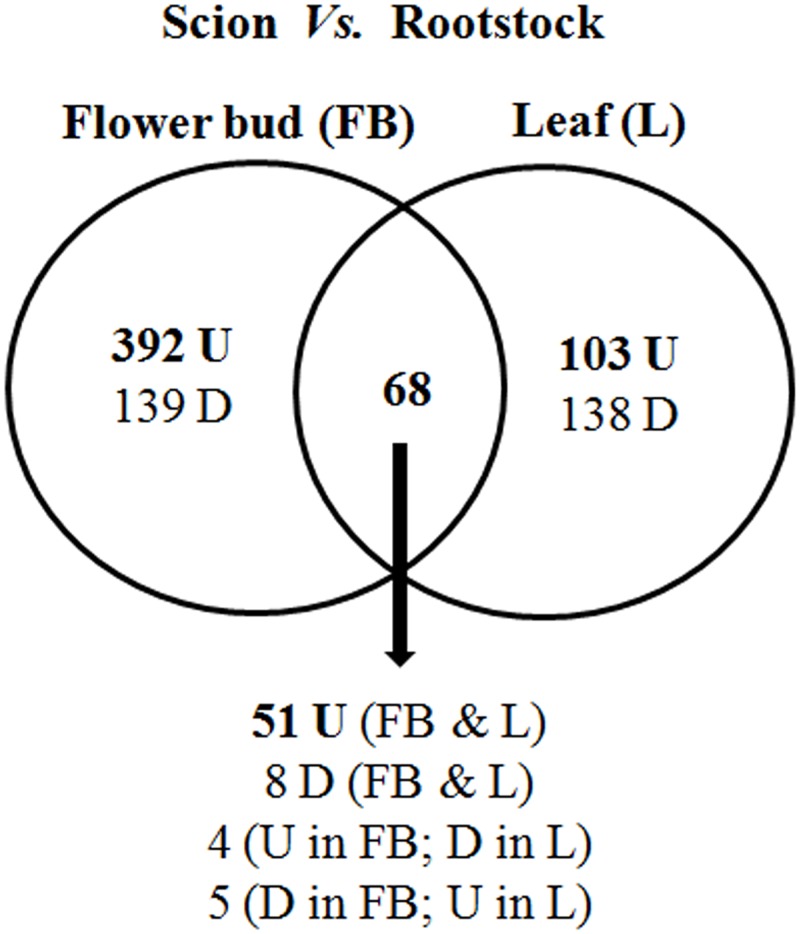
Venn diagram showing differentially expressed genes in flower bud and leaf (scion *vs*. rootstock; ≥ 2 fold change; p ≤ 0.05) (U = up-regulated, D = down-regulated). The details of the genes have been given in S1 Table.

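Leaves of the scion and rootstock differed in fewer probe sets, of which 6 rose and 6 fell in the scion, against 54 and 36 in flower buds. This order of the organs turned when single arrays were left out, with 0 flower bud and 7 leaf calls without rootstock flower bud replicate 1 and 4 and 7 without rootstock flower bud replicate 2, and leaf increases numbered 41 without scion leaf replicate 2. Apart from floral genes, the increases were at5g22500, which encodes the fatty acyl reductase FAR1 of suberin synthesis, with 1.85 ± 0.25 (SE, adjusted p = 0.0441) on the log2 scale, and the neighbouring genes at5g57785 and at5g57790, with 2.56 and 1.10 (n = 3 arrays per group). The methionine sulfoxide reductase gene MSRB6 (at4g04840) fell by 2.91 ± 0.30 (SE, adjusted p = 0.00524), at1g67330 fell by 1.58 ± 0.15 (SE, adjusted p = 0.00524), and at4g30110, which encodes the zinc-exporting ATPase HMA2, fell by 1.43 ± 0.19 (SE, adjusted p = 0.0441). No probe set was called in both organs with limma (63 with the one-way analysis of variance over the 4 groups and 23 with array weights), where independent lists of these sizes share 0.0142 increases and 0.0095 decreases on average. For the difference between the organs no probe set passed the adjusted limma test, while 1760 had an unadjusted p of at most 0.05 and array weights gave 467 at the adjusted level. With the replicates as blocks within leaves, at5g57785 kept its call (adjusted p = 0.0221), whereas the adjusted p was 0.118 for at5g22500, 0.128 for at5g57790, 0.0748 for MSRB6, 0.0655 for at1g67330 and 0.109 for at4g30110. Fitted on the leaf arrays alone, no leaf probe set was called, while the flower bud arrays alone gave 94 flower bud calls.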

### Divergent profiles of differentially expressed genes in flower buds and leaves

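Of the 840 probe sets of S1 Table, 539 had higher and 301 lower values in scion flower buds than in rootstock flower buds, and 482 had higher and 358 lower values in scion leaves. In flower buds 54 of them rose and 36 fell (370 and 138 when adjusted over the list alone), and in leaves 6 rose and 6 fell (74 and 65). The study chose these probe sets on these samples, so the counts over the list alone are not independent evidence. The myo-inositol oxygenase gene MIOX2 (at2g19800), which acts in the breakdown of inositol, was higher in scion leaves by 1.77 ± 0.27 (SE, adjusted p = 0.0581) on the log2 scale (n = 3 arrays per group) while it was lower in scion flower buds, and the difference between the organs had an adjusted p of 0.0812. Across 22746 probe sets the differences in flower buds and in leaves were weakly related, with a Pearson r of 0.18 and a Spearman rho of 0.09, and genes are not independent replicates. Without scion leaf replicate 2 the Pearson r was -0.0110 and without scion leaf replicate 3 it was 0.339, so its sign and size depend on single arrays. Of the 54 increases in flower buds, 33 were positive in leaves, and of the 36 decreases 18 were negative.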

MapMan, AgriGO, and KEGG categorization of the differentially expressed genes revealed a differential level of accumulation of a divergent set of genes in flower buds and leaves of scion as compared to rootstock (Tables 1–6). Up-regulated hormonal metabolism was observed in flower buds of both scion and rootstock. However, several genes related to hormonal signaling pathways were over-represented in scion buds, conferring tolerance to stress [31]. 

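Within the hormone classes of S3 Table, abscisic acid (ABA) stood out in flower buds, with 16 of 18 probe sets higher in the scion and a median log2 difference of 0.58 (n = 3 arrays per group). As a class these stood above the other genes (camera, adjusted p = 4.01e-07, but adjusted p = 0.266 with an estimated correlation), and 1 member rose (6 when adjusted over the list alone). The ethylene class was divided, with 23 of 41 higher, 2 that rose and 1 that fell. Of the auxin class 32 of 60 were higher and none passed, and the same held for gibberellin with 11 of 21, cytokinin with 7 of 12, jasmonate with 4 of 10 and salicylic acid with 5 of 6. The study drew up these classes on the same samples, so their direction is not independent evidence.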

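ABI2 (at5g57050), a protein phosphatase that restrains ABA signalling and is itself induced by the hormone, rose in scion flower buds by 2.30 ± 0.26 (SE, adjusted p = 0.00987) on the log2 scale (n = 3 arrays per group). All 25 probe sets that Table 1 places under hormone metabolism were higher in scion flower buds, 3 of them rose and 22 did not pass the test (20 rose when adjusted over the list alone). Of the 7 members under ABA, ABI2 alone rose, and of the 7 under ethylene 2 rose, the ACC oxidase gene ACO3 among them. Other members had high values that did not pass, such as at2g25450, which Table 7 describes as a 2-oxoglutarate-dependent dioxygenase, with 4.24 ± 0.81 (SE, adjusted p = 0.0570). The study chose the members on these samples, so the shared direction is not independent evidence. The call of ABI2 was made in 10 of the 12 fits that left out 1 array (adjusted p 0.00392 to 0.0564).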

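Genes of the late embryogenesis abundant (LEA) family, whose products accumulate in drying seeds and in water-stressed tissue, were mostly higher in scion than in rootstock flower buds. Of 23 members named by the platform annotation, 19 were higher, 1 rose, none fell and 22 did not pass the test (7 rose when adjusted over the list alone). The member of these 23 that rose was M10 (at2g41280), with 2.00 ± 0.36 (SE, adjusted p = 0.0481) on the log2 scale (n = 3 arrays per group). Among members named only in tables of the study, which chose them on these samples, RAB18 and LEA7 rose as well. Their log2 differences were 4.32 (adjusted p = 0.0227) and 3.76 (adjusted p = 0.0298). Higher values that did not pass were those of SAG21 (at4g02380) with 2.72 ± 0.97 (SE, adjusted p = 0.300) and LEA14 (at1g01470) with 1.83 ± 0.77 (SE, adjusted p = 0.404), both named only in the tables of the paper, and COR47 (at1g20440) differed by 0.67 ± 0.78 (SE, adjusted p = 0.866). As a list the 23, of which 4 stand in S1 Table, stood higher (camera, adjusted p = 3.02e-06), with adjusted p = 0.356 with an estimated correlation. The list median was 0.67 in scion flower bud replicate 1, the array with the most leaf signal, against 0.02 and 0.14 in replicates 2 and 3. It was -0.17 to -0.08 in rootstock flower buds, while leaf arrays reached 0.45. Without scion flower bud replicate 1 the adjusted p of the list (camera) was 2.78e-06. The call of M10 was made in 2 of the 12 fits that left out 1 array (adjusted p 0.00234 to 0.201).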

Higher accumulation of the transcripts for Late Embryogenesis Abundant (LEA) proteins in flower buds of scion could protect cellular proteins from aggregation, under the abiotic stresses such as desiccation, osmotic stresses, temperature, salinity etc [32]. 

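Of 7 homeobox probe sets that Table 1 lists for scion flower buds, all were higher there, 2 rose and 5 did not pass the test (all 7 rose when adjusted over the list alone). Its MADS box entries include SOC1 (at2g45660), an activator of flowering chosen after its values were seen, which was higher by 1.05 ± 0.27 (SE, adjusted p = 0.136) on the log2 scale (n = 3 arrays per group). The MYB-related entries at5g58900 and MYBL2 (at1g71030), a repressor of anthocyanin synthesis, were higher by 1.04 ± 0.23 (SE, adjusted p = 0.0950) and 1.03 ± 0.48 (SE, adjusted p = 0.473), without passing. The study chose these members on these samples, and their direction is not independent evidence. Floral organ identity genes, including the MADS box genes of the floral whorls, were similar in flower buds of the scion and rootstock, with 4 of 8 higher and none past the test. In flower buds the log2 difference of SEP1 was 0.07, of SEP2 0.28, of SEP3 -0.12, of SEP4 0.47 and of AP1 -0.25.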

The transcription factors, such as homeobox genes, MADS box and MYB which express in responses to several stresses [33,34,35,36,37], and hormonal stimuli [33,38,39], were up-regulated in flower buds of the scion. In addition, a few genes involved in protein synthesis and photosynthesis were up-regulated in the flower buds of scion, as compared to that of rootstock (Table 1). In contrast to scion, genes associated with the MapMan functional categories of cellular processes, cell organization, CHO metabolism, and F-box proteins which are critical for the controlled degradation of cellular proteins, were up-regulated in the flower buds of rootstock (Table 1). This could be indicative of comparatively increased rate of cell division in flower buds of rootstock.

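Photosynthesis genes encoded in the plastid had a higher list median in scion flower buds than in rootstock replicates 1 and 2, but not than in rootstock replicate 3. Those encoded in the nucleus were nearly level. Of 33 plastid genes of photosynthesis 30 were higher, 1 rose and 32 did not pass the test (15 rose when adjusted over the list alone). The gene that rose was petL, a small subunit of the cytochrome complex, with 1.60 ± 0.24 (SE, adjusted p = 0.0296) on the log2 scale (n = 3 arrays per group), while psbA, the reaction centre protein of photosystem II, differed by 0.99 ± 0.32 (SE, adjusted p = 0.247) and psbK by 0.64 ± 0.26 (SE, adjusted p = 0.387). Of 5 nuclear genes 4 were slightly higher and none passed, with Rubisco activase (RCA) at 0.34 ± 0.15 (SE, adjusted p = 0.432) and LHCB4.2 at 0.27 ± 0.20 (SE, adjusted p = 0.731). All 6 photosystem II probe sets and all 5 protein synthesis probe sets of Table 1 were higher and none rose, and as the study chose them on these samples their direction is not independent evidence. The plastid list, with 11 of 33 members in S1 Table, stood higher as a whole (camera, adjusted p = 1.18e-15), with adjusted p = 0.356 with an estimated correlation. The array medians of this list were -1.68 and -1.70 in rootstock flower bud replicates 1 and 2. In replicate 3 it was -0.56, which lay near the -0.61 to -0.49 of the scion arrays. The call of petL was made in 8 of the 12 fits that left out 1 array (adjusted p 0.00948 to 0.185).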

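Among these categories, a myo-inositol oxygenase passed the test, as MIOX2 (at2g19800) fell in scion flower buds by 1.53 ± 0.27 (SE, adjusted p = 0.0481) on the log2 scale (n = 3 arrays per group). Both inositol oxygenase probe sets that Table 1 counts under carbohydrate metabolism were lower in the scion. Of the 9 probe sets under cell, all were lower in scion flower buds and none fell (8 when adjusted over the list alone), and the 3 F-box probe sets were lower with none that fell (3 over the list alone). These members were chosen by the study on these samples, so their direction is not independent evidence. The call of MIOX2 was made in 2 of the 12 fits that left out 1 array (adjusted p 0.0187 to 0.241).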

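Genes of the G2/M phase, which act in mitosis, had lower values in scion than in rootstock flower buds. All 5 members named by the platform annotation were lower, none fell and none rose (1 fell when adjusted over the list alone), and their median log2 difference was -0.82 (n = 3 arrays per group). The Aurora kinases AUR2 and AUR3, which act on chromosomes in division, differed by -0.71 ± 0.43 (SE, adjusted p = 0.624) and -0.44 ± 0.39 (SE, adjusted p = 0.795). As a list these genes stood lower (camera, adjusted p = 0.00603), with adjusted p = 0.502 with an estimated correlation. MCM7 (at4g02060), a DNA replication helicase and the only member of the G1/S list with a named probe set, differed by -0.25 ± 0.81 (SE, adjusted p = 0.967). The list median was 0.50 in scion flower bud replicate 1, where the share of leaf signal was highest, against 1.22 and 1.06 in the other scion arrays and 1.61 to 1.87 in the rootstock arrays.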

**Table 1:** MapMan functional categories (BINs) for significantly up-regulated (2 ≥ fold) genes in the flower buds of scion and rootstock.

Bin number	Bin name	Elements	p-value
**Up-regulated in scion**			
33.2	Development late embryogenesis abundant	5	2.48E-03
27.3.22	RNA.regulation of transcription.HB,Homeobox transcription factor family	7	3.03E-03
17	Hormone metabolism	25	2.60E-02
17.1	Hormone metabolism.abscisic acid	7	4.98E-02
17.1.3	Hormone metabolism.abscisic acid.induced-regulated-responsive-activated	2	2.59E-02
17.5	Hormone metabolism.ethylene	7	1.49E-02
17.5.1	Hormone metabolism.ethylene.synthesis-degradation	4	4.32E-03
29.2	protein.synthesis	5	2.95E-02
27.3.26	RNA.regulation of transcription.MYB-related transcription factor family	2	2.98E-02
27.3.24	RNA.regulation of transcription.MADS box transcription factor family	2	4.29E-02
1.1.1	PS.lightreaction.photosystem II	6	4.53E-02
1.1.1.2	PS.light reaction.photosystem II.PSII polypeptide subunits	6	4.53E-02
**Up-regulated in rootstock**			
31	Cell	9	8.00E-04
31.1	Cell organisation	5	1.60E-03
17.5	Hormone metabolism.ethylene	5	2.74E-02
17.5.2	Hormone metabolism.ethylene.signal transduction	4	1.94E-02
3	Minor CHO metabolism	2	3.56E-02
3.4	Minor CHO metabolism.myo-inositol	2	3.56E-02
3.4.4	Minor CHO metabolism.myo-inositol.myo inositol oxygenases	2	3.56E-02
29.5.11.4.3.2	Protein.degradation.ubiquitin.E3.SCF.FBOX	3	4.47E-02

The details of the genes are given in S4 Table.

**Table 2:** MapMan functional categories (BINs) for significantly up-regulated (2 ≥ fold) genes in the leaves of scion and rootstock.

Bin number	Bin name	Elements	p-value
**Up-regulated in scion**			
34	Transport	9	2.44E-02
34.99	Transport.misc	2	2.60E-02
11.6	Lipid metabolism. Lipid transfer proteins	3	3.79E-02
**Up-regulated in rootstock**			
26	Misc	17	1.66E-03
26.16	Misc.myrosinases-lectin-jacalin	3	2.72E-02
29	protein	7	3.28E-02
27.3.26	RNA.regulation of transcription.MYB-related transcription factor family	2	4.74E-02
20.1.7.12	Stress.biotic.PR-proteins.plant defensins	2	4.92E-02

The details of the genes are given in S4 Table.

**Table 3:** AgriGO categories for significantly up-regulated (2 ≥ fold) genes in the flower buds of scion and rootstock.

GO term	Ontology	Description	Contingency	p-value
**Up-regulated in scion**				
GO:0010876	P	Lipid localization	11, 15, 435, 22464	7.9E-13
GO:0009414	P	Response to water deprivation	18, 155, 428, 22324	8.6E-09
GO:0009415	P	Response to water	18, 64, 428, 22315	1.9E-08
GO:0009719	P	Response to endogenous stimulus	39, 748, 407, 21731	1E-07
GO:0009725	P	Response to hormone stimulus	37, 687, 409, 21792	1E-07
GO:0042221	P	Response to chemical stimulus	65, 1684, 381, 20795	3.4E-07
GO:0009737	P	Response to abscisic acid stimulus	20, 255, 426, 22224	5.1E-07
GO:0051179	P	Localization	61, 1621, 385, 20858	1.8E-06
GO:0019915	P	Lipid storage	6, 15, 440, 22464	2.2E-06
GO:0019953	P	Sexual reproduction	9, 56, 437, 22423	4.5E-06
GO:0010033	P	Response to organic substance	41, 974, 405, 21505	8.9E-06
GO:0009738	P	Abscisic acid mediated signaling pathway	9, 63, 437, 22416	1.1E-05
GO:0015833	P	Peptide transport	9, 63, 437, 22416	1.1E-05
GO:0006857	P	Oligopeptide transport	9, 63, 437, 22417	1.1E-05
GO:0050896	P	Response to stimulus	94, 3107, 352, 19372	2.3E-05
GO:0009788	P	Negative regulation of abscisic acid mediated signaling pathway	5, 14, 441, 22465	2.5E-05
GO:0006810	P	Transport	55, 1556, 391, 20923	3.4E-05
GO:0051234	P	Establishment of localization	55, 1562, 391, 20917	3.8E-05
GO:0015979	P	Photosynthesis	12, 145, 434, 22334	6.1E-05
GO:0022900	P	Electron transport chain	9, 84, 437, 22395	8.4E-05
GO:0009628	P	Response to abiotic stimulus	41, 1083, 405, 21396	0.00009
GO:0009968	P	Negative regulation of signal transduction	6, 34, 440, 22445	0.00011
GO:0010648	P	Negative regulation of cell communication	6, 34, 440, 22446	0.00011
GO:0055114	P	Oxidation reduction	13, 187, 433, 22292	0.00016
GO:0009624	P	Response to nematode	7, 54, 439, 22425	0.00018
GO:0006091	P	Generation of precursor metabolites and energy	16, 278, 430, 22201	0.00023
GO:0009755	P	Hormone-mediated signaling pathway	14, 223,432, 22256	0.00024
GO:0032870	P	Cellular response to hormone stimulus	14, 223,432, 22257	0.00024
GO:0016491	F	Oxidoreductase activity	54, 1302, 392, 21177	4.7E-07
GO:0005215	F	Transporter activity	48, 1128, 398, 21351	1.1E-06
GO:0022857	F	Transmembrane transporter activity	37, 853, 409, 21626	1.3E-05
GO:0022891	F	Substrate-specific transmembrane transporter activity	30, 677, 416, 21802	6.1E-05
GO:0022804	F	Active transmembrane transporter activity	25, 521, 421, 21958	7.7E-05
GO:0015144	F	Carbohydrate transmembrane transporter activity	10, 105, 436, 22374	8.5E-05
GO:0022892	F	Substrate-specific transporter activity	33, 794, 413, 21685	8.6E-05
GO:0015295	F	Solute:hydrogen symporter activity	9, 86, 437, 22393	9.9E-05
GO:0005402	F	Cation:sugar symporter activity	9, 86, 437, 22394	9.9E-05
GO:0005351	F	Sugar:hydrogen symporter activity	9, 86, 437, 22395	9.9E-05
GO:0008324	F	Cation transmembrane transporter activity	20, 375, 426, 22104	0.00011
GO:0015294	F	Solute:cation symporter activity	10, 111, 436, 22368	0.00013
GO:0015293	F	Symporter activity	10,112, 436, 22367	0.00014
GO:0009055	F	Electron carrier activity	22, 455, 424, 22024	0.00019
GO:0051119	F	Sugar transmembrane transporter activity	9, 95, 437, 22384	0.0002
GO:0016021	C	Integral to membrane	32, 510, 414, 21969	3.1E-08
GO:0031224	C	Intrinsic to membrane	39, 858, 407, 21621	2.7E-06
GO:0005576	C	Extracellular region	20, 378, 426, 22101	0.00012
GO:0009523	C	Photosystem II	6, 39, 440, 22440	0.00022
**Up-regulated in rootstock**				
GO:0007018	P	Microtubule-based movement	5, 51, 147, 22428	3.70E-05
GO:0003777	F	Microtubule motor activity	5, 66, 147, 22413	0.00012
GO:0003774	F	Motor activity	5, 87, 147, 22392	0.00039

The details of the genes are given in S4 Table.

**Table 4:** AgriGO categories for significantly up-regulated (2 ≥ fold) genes in the leaves of scion and rootstock.

GO term	Ontology	Description	Contingency	p-value
**Up-regulated in scion**				
GO:0010876	P	Lipid localization	10, 15, 149, 22734	6.60E-16
GO:0010584	P	Pollen exine formation	8, 14, 151, 22735	1.50E-12
GO:0010927	P	Cellular component assembly involved in Morphogenesis	8, 18, 151, 22461	7.00E-12
GO:0010208	P	Pollen wall assembly	8, 18, 151, 22462	7.00E-12
GO:0048646	P	Anatomical structure formation involved in Morphogenesis	10, 85, 149, 22394	1.30E-09
GO:0006869	P	Lipid transport	10, 113, 149, 22366	1.70E-08
GO:0009555	P	Pollen development	9, 110, 150, 22369	1.70E-07
GO:0012505	C	Endomembrane system	43, 2768, 116, 19711	4.70E-07
GO:0022607	P	Cellular component assembly	11, 221, 148, 22258	7.90E-07
GO:0048229	P	Gametophyte development	9, 163, 150, 22316	3.70E-06
GO:0048869	P	Cellular developmental process	13, 386, 146, 22093	5.10E-06
GO:0008289	F	Lipid binding	10, 227, 149, 22252	7.10E-06
GO:0048856	P	Anatomical structure development	23, 1232, 136, 21247	2.30E-05
GO:0032989	P	Cellular component morphogenesis	9, 221, 150, 22258	3.70E-05
GO:0045229	P	External encapsulating structure organization	8, 179, 151, 22300	5.50E-05
GO:0009791	P	Post-embryonic development	13, 501, 146, 21978	7.20E-05
GO:0032501	P	Multicellular organismal process	24, 1479, 135, 21000	0.00013
GO:0009653	P	Anatomical structure morphogenesis	12, 463, 147, 22016	0.00014
GO:0033036	P	Macromolecule localization	11, 404, 148, 22075	0.00018
GO:0007275	P	Multicellular organismal development	23, 1426, 136, 21053	0.0002
GO:0032502	P	Developmental process	25, 1644, 134, 20835	0.00026
GO:0044085	P	Cellular component biogenesis	11, 431, 148, 22048	0.0003
GO:0044464	C	Cell part	111, 12783, 48, 9696	0.00056
GO:0005623	C	Cell	111, 12783, 48, 9697	0.00056
GO:0016747	F	Transferase activity, transferring acyl groups other than amino-acyl groups	7, 221, 152, 22258	0.0012
GO:0030528	F	Transcription regulator activity	23, 1628, 136, 20851	0.0012
GO:0008415	F	Acyltransferase activity	6, 165, 153, 22314	0.0013
GO:0003700	F	Transcription factor activity	21, 1448, 138, 21031	0.0015
**Up-regulated in rootstock**				
GO:0050896	P	Response to stimulus	51, 3107, 99, 19372	4.00E-10
GO:0051707	P	Response to other organism	19, 465, 131, 22014	5.50E-10
GO:0009607	P	Response to biotic stimulus	19, 507, 131, 21972	2.20E-09
GO:0051704	P	Multi-organism process	20, 603, 130, 21876	6.00E-09
GO:0006952	P	Defense response	19, 622, 131, 21857	5.20E-08
GO:0010033	P	Response to organic substance	23, 974, 127, 21505	1.80E-07
GO:0045087	P	Innate immune response	11, 265, 139, 22214	2.40E-06
GO:0006955	P	Immune response	11, 280, 139, 22199	4.00E-06
GO:0002376	P	Immune system process	11, 280, 139, 22199	4.00E-06
GO:0006950	P	Response to stress	28, 1766, 122, 20713	1.70E-05
GO:0042221	P	Response to chemical stimulus	27, 1684, 123, 20795	2.10E-05
GO:0009723	P	Response to ethylene stimulus	7, 134, 143, 22354	4.40E-05
GO:0009814	P	Defense response, incompatible interaction	6, 97, 144, 22382	6.50E-05
GO:0010200	P	Response to chitin	6, 115, 144, 22364	0.00016
GO:0009719	P	Response to endogenous stimulus	15, 748, 135, 21731	0.00017
GO:0009611	P	Response to wounding	6, 132, 144, 22347	0.00032
GO:0009753	P	Response to jasmonic acid stimulus	6, 146, 144, 22333	0.00054
GO:0030246	F	Carbohydrate binding	7, 139, 143, 22340	5.50E-05
GO:0012505	C	Endomembrane system	44, 2768, 106, 19711	2.70E-08
GO:0005618	C	Cell wall	13, 514, 137, 21965	5.10E-05
GO:0030312	C	External encapsulating structure	13, 518, 137, 21961	5.50E-05

The details of the genes are given in S4 Table.

**Table 5:** KEGG categories for significantly up-regulated (2 ≥ fold) genes in the flower buds of scion and rootstock.

Description	Hits	Total	p-value
**Up-regulated in scion**			
Tropane, piperidine and pyridine alkaloid biosynthesis	3	18	4.53E-03
Cysteine and methionine metabolism	5	64	5.25E-03
Stilbenoid, diarylheptanoid and gingerol biosynthesis	5	66	5.93E-03
Limonene and pinene degradation	5	69	7.05E-03
Tyrosine metabolism	3	24	9.27E-03
Phenylalanine metabolism	5	80	0.0124
Methane metabolism	5	82	0.0137
Glyoxylate and dicarboxylate metabolism	3	30	0.0161
Biosynthesis of alkaloids derived from ornithine, lysine and nicotinic acid	7	166	0.0231
Fatty acid elongation in mitochondria	1	2	0.0478
**Up-regulated in rootstock**			
Ascorbate and aldarate metabolism	2	31	0.0137
Inositol phosphate metabolism	2	37	0.0188

The details of the genes are given in S4 Table.

**Table 6:** KEGG categories for significantly up-regulated (2 ≥ fold) genes in the scion leaf.

Description	Hits	Total	p-value
**Up-regulated in scion**			
Flavonoid biosynthesis	2	19	6.39E-03
Biosynthesis of phenylpropanoids	5	247	0.0153
Phenylpropanoid biosynthesis	3	104	0.0238
**Up-regulated in rootstock**			
Alpha-Linolenic acid metabolism	3	28	6.54E-04
Metabolism of xenobiotics by cytochrome P450	2	21	7.04E-03
Alanine, aspartate and glutamate metabolism	2	41	0.0234
Glutathione metabolism	2	52	0.0356
Plant-pathogen interaction	3	138	0.043

The details of the genes are given in S4 Table.

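The clearest group in flower buds was that of pollen coat genes, whose products the tapetum lays on the pollen surface. All 8 measured members were higher in scion flower buds, 6 rose and 2 did not pass the test (all 8 rose when adjusted over the list alone). The oleosin-like pollen coat proteins GRP14 (at5g07510), GRP16 (at5g07520) and GRP17 (at5g07530) rose by 1.83 ± 0.20 (SE, adjusted p = 0.00987), 1.51 ± 0.25 (SE, adjusted p = 0.0363) and 1.97 ± 0.32 (SE, adjusted p = 0.0349) on the log2 scale (n = 3 arrays per group). The extracellular lipases EXL5 (at1g75920) and EXL6 (at1g75930) rose by 1.57 ± 0.28 (SE, adjusted p = 0.0481) and 1.76 ± 0.28 (SE, adjusted p = 0.0338), while EXL4 had a log2 difference of 1.59 and did not pass. Of the members, 7 are named only in tables of the study, which chose them on these samples, so the shared direction is not independent evidence. The stage of the buds on each array is not given, so a later stage of the scion flower buds stays open for these genes. The pollen coat genes stand beside the terms on reproduction and lipid storage in Table 3, of which 6 of 9 and 4 of 6 probe sets rose. In the larger terms, which the study also chose here, 9 of 65 probe sets of the response to chemical stimulus rose, as did 7 of 37 for hormone stimulus, 4 of 18 for water deprivation and 7 of 55 for transport. The calls of GRP14 and EXL6 were made in 10 and 5 of the 12 fits that left out 1 array (adjusted p 0.00718 to 0.0564 and 0.00220 to 0.187).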

Enrichment of Gene Ontology (AgriGO) terms in the differentially expressed genes revealed that most of the genes up-regulated in the flower buds of scion, belonged to the biological process of responses to different stimuli (chemical, abiotic stresses and hormone etc.), localization, transport, and oxidoreductase activities (Table 3). The GO terms related to microtubule-based movement and motor activities, involved in cytoskeleton organization and developmental processes [33], were enriched in flower buds of rootstock (Table 3). 

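All 5 probe sets under microtubule-based movement stand for motor proteins that move along microtubules, and they were lower in scion flower buds. None of them fell over all probe sets tested, and 5 fell when adjusted over the list alone. The kinesin PAKRP2 (at4g14330), chosen after its values were seen, carries vesicles to the cell plate and differed by -1.02 ± 0.27 (SE, adjusted p = 0.151) on the log2 scale (n = 3 arrays per group). The study chose the 5 members on these samples, so their shared direction is not independent evidence.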

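Lipid transfer proteins, which carry lipids to the cuticle and cell surface, had higher values in scion leaves, with 3 of 4 higher and none past the test (3 rose when adjusted over the list alone). LTP2 (at2g38530) was higher by 2.49 ± 0.79 (SE, adjusted p = 0.443) on the log2 scale (n = 3 arrays per group), while LTP8 differed by -0.02 ± 0.20 (SE, adjusted p = 0.997). All 9 transport probe sets of Table 2 were higher in scion leaves and none rose, in a set the study chose on these samples. Among lipid genes, those that build the pollen wall also had higher values in scion leaves, with 6 of 7 tapetum and exine genes named by the annotation higher and none past the test (3 rose when adjusted over the list alone). CYP703A2 and PKSA, enzymes of sporopollenin synthesis named in tables of the study, were higher by 1.60 ± 0.62 (SE, adjusted p = 0.611) and 2.06 ± 0.66 (SE, adjusted p = 0.463), as were all 8 probe sets of the exine term of Table 4, of which none rose. As a list the 7 tapetum and exine genes, of which 4 stand in S1 Table, stood higher (camera, adjusted p = 0.00100), with adjusted p = 0.356 with an estimated correlation. The same arrays held other transcripts specific to flower buds, whose median share of flower bud signal over 78 probe sets was 1.03% and 2.04% in scion leaf replicates 1 and 3 and 0.0677% in replicate 2, and without replicates 1 and 3, a choice made after the data were seen, the list's adjusted p was 0.448.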

The leaves of scion showed a comparatively high level of accumulation of genes associated with transport and lipid metabolism (Tables 2 and 4). Rootstock leaves accumulated the transcripts predicted to be involved in responses to stress, biotic and abiotic stimuli, and defense and wound responses (Tables 2 and 4).

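BG3 (at3g57240), a glucanase of the pathogenesis-related group, fell in scion leaves by 2.76 ± 0.25 (SE, adjusted p = 0.00485) on the log2 scale (n = 3 arrays per group) and so was higher in rootstock leaves. The lectin gene at5g03350, which responds to salicylic acid, and PR5 (at1g75040), a thaumatin-like defence protein, had log2 differences of -2.69 and -2.53 that did not pass (adjusted p = 0.180 and 0.741). Of the probe sets that Table 4 lists for rootstock leaves, all 28 under response to stress were lower in the scion and none fell (7 when adjusted over the list alone). The same held for the 19 of defense response (1 over the list alone) and the 6 of response to wounding (0), while 1 of 19 under biotic stimulus fell. As the study chose these members on these samples, their direction is not independent evidence. Of 10 genes that respond within minutes to touch and wounding, 7 were lower in scion leaves and none passed, with ZAT10 at -0.46 ± 0.94 (SE, adjusted p = 0.978) and CML38 at 0.23 ± 0.71 (SE, adjusted p = 0.985). In flower buds 9 of them were lower and 1 fell. BG3 kept its call with the replicates as blocks within leaves (adjusted p = 0.0361).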

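The gene MGL (at1g64660), which encodes the methionine gamma-lyase of methionine breakdown, rose in scion flower buds by 2.35 ± 0.28 (SE, adjusted p = 0.0105) on the log2 scale (n = 3 arrays per group). MGL and ACO3 are the 2 of 5 probe sets that rose under cysteine and methionine metabolism in Table 5. All 7 probe sets under alkaloids derived from ornithine and lysine and all 5 under stilbenoids were higher and none rose (7 and 1 when adjusted over the list alone). For leaves, the 4 phenylpropanoid probe sets of Table 6 were higher in the scion without any that rose. Their direction is not independent evidence, since the study chose them on these samples. Of 5 measured flavonoid and anthocyanin genes of the list, 3 were higher in scion flower buds and 3 in scion leaves, and none passed in either organ. The anthocyanin glucosyltransferase 5GT had log2 differences of 0.48 in flower buds and 0.23 in leaves, and BAN, a reductase of tannin synthesis, -0.06 and -0.29. As a list they did not stand apart in flower buds (camera, adjusted p = 0.0749), although the adjusted p was 0.0327 with the replicates as blocks over all arrays, and it was 0.536 with an estimated correlation. The call of MGL was made in 10 of the 12 fits that left out 1 array (adjusted p 0.0133 to 0.0564).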

The functional significance of genes was also explored by KEGG, which exhibited significant over-representation of genes associated with amino acid metabolism, and biosynthesis of other secondary metabolites such as alkaloids, stilbenoid, diarylheptanoid, and gingerol in flower buds (Table 5), and flavonoid and phenylpropanoid biosynthesis in leaf (Table 6) of scion. Alkaloids have several biological significance of being active stimulators, inhibitors and terminators of growth [40]. The genes could participate in several regulation mechanisms and confer protection against environmental stresses to the plant organs [41]. In rootstock, the genes associated with ascorbate, aldarate and inositol phosphate metabolism were up-regulated in flower buds (Table 5), whereas leaves exhibited active amino acid metabolism, glutathione and alpha-linolenic acid metabolism, and plant-pathogen interaction (Table 6).

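For flower buds the 2 probe sets of ascorbate and aldarate metabolism are the myo-inositol oxygenases, which open the inositol ring, and the same 2 stand under inositol phosphate metabolism. Both were lower in scion flower buds and 1 of them fell (n = 3 arrays per group). In leaves, none of the 3 probe sets of plant-pathogen interaction fell in the scion, nor any of the 2 of glutathione metabolism or the 2 of alpha-linolenic acid metabolism, although all had lower values there. Adjusted over the list alone, 2 of plant-pathogen interaction and 2 of alanine, aspartate and glutamate metabolism fell. Since the study chose these members on these samples, their direction is not independent evidence. Outside its tables, AOC4 (at1g13280), an allene oxide cyclase that makes the precursor of jasmonate from alpha-linolenic acid, differed by -0.36 ± 0.21 (SE, adjusted p = 0.843) on the log2 scale in leaves.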

### Meta-analysis

Similarity search meta-analysis was performed against 3287 diverse collections of Arabidopsis microarray data sets listed in Genevestigator, by using the differentially expressed transcripts between scion and rootstock. The perturbation showing maximum similarity with our data comprised the transcriptional comparison between drought study *vs* control plants in flower buds and leaves (S2 Fig). The meta-analysis suggests that grafting induces drought-type responses in flower buds and leaves of scion, which could play a role in acclimation to grafting induced stresses.

### Differential expression of transcription factors in flower buds and leaves

Out of about 25,500 genes, around 2000 transcription factor genes have been recognized in Arabidopsis genome [42]. Transcriptional regulation plays a pivotal role in temporal and spatial control over gene expression in plants. 

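Of the 105 transcription factor probe sets of S2 Table that are on the array, 70 had higher and 35 lower values in scion flower buds, and 71 had higher and 34 lower values in scion leaves. In flower buds 7 rose and 5 fell (51 and 16 when adjusted over the list alone), and in leaves 3 rose and 1 fell (19 and 10). The study chose them on these samples, so these counts are not independent evidence. The largest increases that passed were those of the senescence factor ORE1 in flower buds and the floral factor SEP1 in leaves, while ERF6 (at4g17490), a stress-responsive ethylene response factor, fell in flower buds by 2.28 ± 0.35 (SE, adjusted p = 0.0329) on the log2 scale (n = 3 arrays per group). The call of ERF6 was made in 8 of the 12 fits that left out 1 array (adjusted p 0.0112 to 0.186).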

Altered expression levels of transcription factors were observed in flower buds and leaves developed on scion and rootstock (Fig 3).

**Fig 3:**
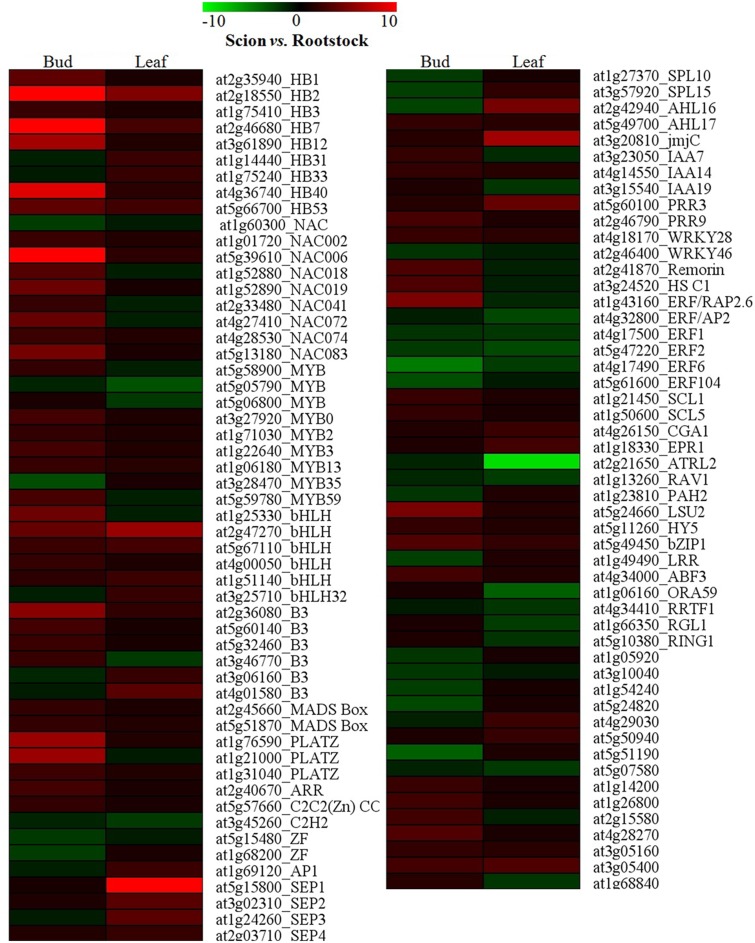
A heatmap of differentially expressed transcripts related to transcription factors in flower bud and leaf (scion *vs*. rootstock; ≥ 2 fold change; p ≤ 0.05). The color scale at the top of each heat map shows expression values in fold change. The details of the genes have been mentioned in S2 Table.

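The homeodomain leucine zipper genes ATHB21 (at2g18550) and ATHB40 (at4g36740), which lie downstream of ABA signals, rose in scion flower buds by 4.02 ± 0.53 (SE, adjusted p = 0.0165) and 3.14 ± 0.45 (SE, adjusted p = 0.0227) on the log2 scale (n = 3 arrays per group). ATHB7 (at2g46680) and ATHB12 (at3g61890), both induced by water deficit, and ATHB53 (at5g66700) were higher by 3.41 ± 0.80 (SE, adjusted p = 0.109), 2.71 ± 0.62 (SE, adjusted p = 0.0988) and 1.90 ± 0.42 (SE, adjusted p = 0.0902), which did not pass. All 5 measured class I members were thus higher in scion flower buds, with 2 that rose (5 when adjusted over the list alone), and all 5 had higher values in scion leaves with none that rose (2 over the list alone). Their list median was 2.41 in scion flower bud replicate 1, the array with the most leaf signal, against 0.18 and 1.12 in replicates 2 and 3. It was -1.12 to -0.46 in rootstock flower buds, while leaf arrays reached 1.06. In leaves ATHB21 was higher by 2.34 ± 0.53 (SE, adjusted p = 0.216) and ATHB53 by 1.37 ± 0.42 (SE, adjusted p = 0.417). The zinc finger homeodomain gene HB31 (at1g14440) and the probe set that the paper assigns to at1g75240 were higher in scion leaves, at 2.30-fold (adjusted p = 0.611) and 2.19-fold (adjusted p = 0.120). The members are named in tables of the study, which chose them on these samples, so their direction is not independent evidence. The calls of ATHB21 and ATHB40 were made in 10 and 7 of the 12 fits that left out 1 array (adjusted p 0.00392 to 0.0855 and 0.00392 to 0.141).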

Homeobox transcription factor family (HB) genes were significantly up-regulated in flower buds (e.g. at2g18550, at2g46680, at4g36740, at5g66700 and at3g61890) and leaves of scion (at2g18550, at2g46680, at5g66700, at1g14440, at1g75240), as compared to rootstock. In several studies, the expression regulation of homeobox genes by different abiotic and biotic stimuli has been inferred [33,34,38,43]. The higher level of transcript accumulation of homeobox genes in the vegetative and reproductive organs of scion could be helpful in achieving tolerance to subsequent stresses after grafting.

MYB transcription factor super family play regulatory roles in differentiation, metabolism and development processes, and defense responses in plants [35]. Scion flower buds showed higher expression of MYB genes which are known to regulate and/or respond during cell cycle (at5g59780) [44], differentiation (trichome initiation) (at3g27920) [46], phenylpropanoide pathway (at1g22640) [46], abiotic stress responses (e.g. drought, light and wounding) (at1g06180) [45]and abiotic and biotic stimuli (at1g71030 and at5g58900) [47]. However, the expression of MYB35/TDF1 (at3g28470), essential for anther tapetum development [48], was observed down regulated by three folds in scion flower buds. This could be indicative of grafting effect on tapetum development. 

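The MYB genes GL1, MYB3, MYB13 and MYB59 had higher values in scion flower buds and did not pass the test. GL1 (at3g27920), which starts trichome formation, was nearest, with 1.42 ± 0.26 (SE, adjusted p = 0.0544) on the log2 scale (n = 3 arrays per group). MYB3 (at1g22640), a repressor of phenylpropanoid genes, was higher by 1.41 ± 0.35 (SE, adjusted p = 0.130) and MYB13 (at1g06180) by 1.15 ± 0.30 (SE, adjusted p = 0.147), while MYB59 (at5g59780) was 2.83-fold higher (adjusted p = 0.472). TRY, an inhibitor of trichome formation, was level between scion and rootstock at -0.03 ± 0.53 (SE, adjusted p = 0.996). Of 9 MYB probe sets of S2 Table, 7 were higher in scion flower buds, none rose and 1 fell (4 and 2 when adjusted over the list alone), and the study chose them on these samples.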

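MYB35 fell by 1.59 ± 0.25 (SE, adjusted p = 0.0348) on the log2 scale (n = 3 arrays per group), and most other genes of tapetum function and exine formation also had lower values in scion flower buds. Of 17 measured members 15 were lower, 1 fell and 16 did not pass the test (2 fell and 1 rose when adjusted over the list alone). The sporopollenin enzymes CYP703A2 and PKSA differed by -0.64 ± 0.62 (SE, adjusted p = 0.822) and -0.88 ± 0.66 (SE, adjusted p = 0.735) in flower buds. Of the members, 14 stand in S1 Table, which the study drew up on these samples, and the 7 named by the annotation did not stand apart as a list (camera, adjusted p = 0.435). Genes of meiosis, which precedes these steps in the anther, were lower too, with 6 of 6 lower and none past the test (2 fell when adjusted over the list alone). The synaptonemal complex gene ZYP1b differed by -0.54 ± 0.19 (SE, adjusted p = 0.286) and the meiotic cyclin SDS by -0.51 ± 0.17 (SE, adjusted p = 0.259). The meiosis list stood lower (camera, adjusted p = 0.0287), with adjusted p = 0.502 with an estimated correlation and 0.0931 with the replicates as blocks within flower buds. When 1 array was left out its camera adjusted p was 0.00143 to 0.124. Its median was 0.16 in scion flower bud replicate 1, the array with the most leaf signal, against 0.63 and 0.48 in replicates 2 and 3 and 0.56 to 0.95 in the rootstock. For the 7 tapetum and exine genes these medians were 2.22, 2.87 and 2.82 against 3.08 to 3.30. The call of MYB35 was made in 4 of the 12 fits that left out 1 array (adjusted p 0.00882 to 0.187).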

Surprisingly, up-regulation of the MYB genes was not observed in scion leaves at a significant level. On the other hand, rootstock leaves exhibited enhanced expression of the MYB-related genes having role in signal transduction (at5g06800) [49], and express in response to abiotic or biotic stimuli (at5g05790) [47].

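Of the 9 MYB probe sets of S2 Table, 5 had higher values in scion leaves, none rose and 1 fell. MYB13 and MYB3 had the higher values, with log2 differences of 0.66 ± 0.30 (SE, adjusted p = 0.700) and 0.42 ± 0.35 (SE, adjusted p = 0.920), with n = 3 arrays per group. MYB59 differed by -0.25 ± 0.70 (SE, adjusted p = 0.984) and the trichome gene GL1 by 0.30 ± 0.26 (SE, adjusted p = 0.930) in leaves. The study chose the 9 probe sets on these samples.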

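The MYB-related gene at5g05790 fell in scion leaves by 1.69 ± 0.18 (SE, adjusted p = 0.00758) on the log2 scale (n = 3 arrays per group) and was thus higher in rootstock leaves. The log2 difference of at5g06800 was -1.17 ± 0.26 (SE, adjusted p = 0.194), with every scion array below every rootstock array. Chance alone separates 3 arrays from 3 in this way, in either direction, in 10% of comparisons. For at5g05790 the adjusted p was 0.0506 with the replicates as blocks within leaves and 0.0140 with blocks over all arrays.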

Basic helix-loop-helix (bHLH) gene family members (about 160 in Arabidopsis) are universal transcription factors in eukaryotes; however, the biological roles of the bHLH genes are poorly understood in plants. 

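CES (at1g25330), which promotes brassinosteroid synthesis, rose in scion flower buds by 2.11 ± 0.28 (SE, adjusted p = 0.0165) on the log2 scale (n = 3 arrays per group). The values of 3 further genes were higher and did not pass, with ALC (at5g67110), a gene of fruit opening, at 1.22 ± 0.23 (SE, adjusted p = 0.0548), UPB1 (at2g47270) at 1.99 ± 0.97 (SE, adjusted p = 0.496) and UNE10 (at4g00050) at 1.08 ± 0.38 (SE, adjusted p = 0.292). Of 4 helix-loop-helix probe sets of S2 Table, which the study chose on these samples, 2 were higher and 2 lower in scion flower buds. Of the genes of ovule and carpel development fixed beforehand, both that were measured were higher in scion flower buds without passing, INO of the outer integument by 0.61 ± 0.17 (SE, adjusted p = 0.162) and the helix-loop-helix gene SPT of the carpel margin by 0.14 ± 0.26 (SE, adjusted p = 0.930), and 1 of them rose when adjusted over the list alone. The call of CES was made in 10 of the 12 fits that left out 1 array (adjusted p 0.00190 to 0.106), and with the replicates as blocks within flower buds its adjusted p was 0.0518.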

Some of the bHLH TFs, up-regulated in scion flower buds, are known to participate in regulating biosynthesis of the sterol derivatives-brassinosteroids (at1g25330) [50], transcription of peroxidases to balance reactive oxygen species (ROS) (at2g47270) [51], early gynoecium development (at5g67110) [52], and double fertilization (at4g00050) [53]. Scion leaves showed enhanced level of expression of bHLH TFs which regulate stomata movement and photoperiodism (at1g51140) [53,54]and anthocyanin biosynthesis (at3g25710) [53].

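The values of at1g51140 were higher in scion leaves by 1.25 ± 0.25 (SE, adjusted p = 0.143) on the log2 scale and those of at3g25710 by 1.12 ± 0.27 (SE, adjusted p = 0.242), with n = 3 arrays per group, and neither passed the test. For both genes each scion leaf array lay above each rootstock leaf array, a separation that chance alone gives in 10% of such comparisons, either direction counted. No gene of the stomatal lineage passed in either organ, with 3 of 4 higher in scion leaves and 1 in scion flower buds. The helix-loop-helix genes MUTE and FAMA, which act in sequence in guard cell formation, differed in leaves by 0.43 ± 0.37 (SE, adjusted p = 0.925) and -0.21 ± 0.19 (SE, adjusted p = 0.932).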

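In flower buds the B3 genes at2g36080, at5g60140 and at5g32460 rose in the scion by 2.44 ± 0.40 (SE, adjusted p = 0.0363), 1.43 ± 0.17 (SE, adjusted p = 0.0108) and 1.22 ± 0.17 (SE, adjusted p = 0.0219) on the log2 scale (n = 3 arrays per group). The difference of at3g46770 was 1.13 ± 0.42 (SE, adjusted p = 0.326), which did not pass. Of 7 measured genes of the PLATZ zinc-binding family, 5 were higher in scion flower buds and none passed (3 rose when adjusted over the list alone). The highest were at1g76590 with 2.61 ± 0.87 (SE, adjusted p = 0.258) and at1g21000 with 2.61 ± 0.69 (SE, adjusted p = 0.147), followed by at1g31040 with 1.29 ± 0.43 (SE, adjusted p = 0.258). The PLATZ list, with 3 of 7 members in S1 Table, stood higher (camera, adjusted p = 0.0190). The adjusted p was 0.502 with an estimated correlation and 0.0682 on the flower bud arrays alone. The change was not shared by scion flower bud replicate 2, whose list median of -1.38 lay below the -1.23 to -1.21 of the rootstock, against 0.20 and 0.10 in replicates 1 and 3, and without scion flower bud replicate 3 the adjusted p was 0.0704. The calls of at2g36080 and at5g60140 were made in 5 and 10 of the 12 fits that left out 1 array (adjusted p 0.0229 to 0.187 and 0.00591 to 0.0758).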

The transcripts for B3-type TFs (at2g36080, at5g60140, at5g32460 and at3g46770), involved in flower development [55], and drought responsive PLATZ family TFs (at1g76590, at1g21000 and at1g31040) [53,56], were abundant in scion flower buds. 

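ORE1 (at5g39610), a NAC factor that promotes leaf senescence, and ATAF1 (at1g01720), which responds to drought and wounding, rose in scion flower buds by 4.04 ± 0.73 (SE, adjusted p = 0.0481) and 1.21 ± 0.21 (SE, adjusted p = 0.0481) on the log2 scale (n = 3 arrays per group). ANAC083 (at5g13180), a regulator of xylem vessel formation, and ANAC019 (at1g52890) were higher, at 4.60-fold (adjusted p = 0.247) and 4.21-fold (adjusted p = 0.145) and did not pass, nor did ANAC074 (at4g28530) and ANAC041 (at2g33480), higher by 1.23 and 1.09 on the log2 scale. All 8 measured NAC genes of stress and senescence were higher in scion flower buds, of which 2 rose (all 8 when adjusted over the list alone), and 5 of 8 were higher in scion leaves with none that rose. The list median was 1.19 in scion flower bud replicate 1, the array with the most leaf signal, against -0.96 and -0.35 in replicates 2 and 3 and -2.18 to -2.01 in the rootstock, while leaf arrays reached 1.39. All are members of S1 Table, which the study chose on these samples, so their direction is not independent evidence. The calls of ORE1 and ATAF1 were made in 2 and 1 of the 12 fits that left out 1 array (adjusted p 0.0172 to 0.201 and 0.00512 to 0.187).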

Expression of stress-inducible NAC transcription factors (at5g39610, at5g13180, at1g52890, at1g01720, at4g28530 and at2g33480) was up-regulated at significant levels in scion flower buds. The NAC transcription factors have previously been shown to be ABA, drought and NaCl-inducible [57].

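RAP2.6 was higher in scion flower buds by 2.29 ± 0.91 (SE, adjusted p = 0.365) on the log2 scale (n = 3 arrays per group) and did not pass the test. Each scion flower bud array lay above each rootstock flower bud array for this gene, a separation that chance alone gives in 10% of such comparisons, either direction counted. In leaves the difference of RAP2.6 was -0.64 ± 0.91 (SE, adjusted p = 0.968).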

The ethylene response factor, AP2- RAP2.6 (at1g43160), was significantly up-regulated in scion flower buds. It functions in plant response to various abiotic and biotic stresses, possibly through ABA-dependent pathway [58,59]. The importance of RAP2.6 has been emphasized in achieving water-stress tolerance in plant tissues [59]. This was further corroborated by visualization of abundance of genes associated with phytohormones, mainly ABA, that could play important roles in mediating responses to various stresses in scion flower buds (Fig 3). 

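Genes induced by ABA and dehydration were all higher in scion flower buds, with 19 measured, 4 that rose and 15 that did not pass the test (14 rose when adjusted over the list alone). Those that rose are ABI2, the dehydrin gene RAB18, the phosphatase gene HAI2 and LEA7. The median log2 difference of the list was 2.07, and the values ran from 0.26 to 4.76 (n = 3 arrays per group). Of the members, 15 stand in S1 Table, which the study chose on these samples, so the count is not independent evidence, and of the 4 members named by the annotation none passed. In scion leaves 17 of 19 were higher and none passed (1 rose when adjusted over the list alone). The list's median on scion flower bud replicate 1, the array with the most leaf signal, was 1.11, against -0.04 and 0.34 in replicates 2 and 3. It was -1.75 to -1.24 in rootstock flower buds, while leaf arrays reached 1.32.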

Enhanced transcript accumulation of key regulators of sulfur assimilation pathway, LSU2 (at5g24660) [60]and HY5 (at5g11260) [61], could be indicative of implications of stress, presumably water stress [60], on the sulfur assimilation in scion flower buds. 

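LSU2, which responds to sulfur deficiency, was higher in scion flower buds by 2.25 ± 0.46 (SE, adjusted p = 0.0673) on the log2 scale and the light-response regulator HY5 by 1.03 ± 0.25 (SE, adjusted p = 0.112), with n = 3 arrays per group, and neither passed the test. All 5 measured genes of the sulfur starvation response were higher in scion flower buds, and none rose (3 when adjusted over the list alone). They include BGLU28, a glucosidase that releases sulfur from glucosinolates, with 2.03 ± 0.69 (SE, adjusted p = 0.268), and SDI2 with 0.73 ± 0.46 (SE, adjusted p = 0.650). Of the 5 genes, 4 stand in S1 Table, which the study chose on these samples, so their direction is not independent evidence. In scion leaves all 5 were higher and none rose (1 over the list alone).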

Drought conditions affect the regulation of sulfur assimilation in plant tissues, and it has been anticipated as a fertile ground for new discoveries connecting primary sulfur metabolism with the stress responses, mainly drought [62]. 

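In scion flower buds bZIP1, a factor of the low-energy response, was higher by 1.70 ± 0.45 (SE, adjusted p = 0.152) on the log2 scale, the remorin gene at2g41870 by 1.63 ± 0.53 (SE, adjusted p = 0.246) and HSFC1 by 1.63 ± 0.31 (SE, adjusted p = 0.0570), with n = 3 arrays per group, and none passed the test. Genes of sugar starvation and of the breakdown of amino acids were mostly higher in both organs, with 4 of 6 members named by the annotation higher in scion flower buds and 6 of 6 in scion leaves. MGL alone rose, in flower buds (3 rose there and 2 in leaves when adjusted over the list alone). MCCA, which breaks down leucine, differed by 0.11 ± 0.49 (SE, adjusted p = 0.975) in flower buds and 0.78 ± 0.49 (SE, adjusted p = 0.864) in leaves. PRODH1, of proline breakdown, had a log2 difference of -1.60 in flower buds, and it is not among the 6 members counted and tested here. The list of these 6, of which 3 stand in S1 Table, stood higher in flower buds (camera, adjusted p = 0.00727) and in leaves (adjusted p = 1.93e-04). Each had an adjusted p of 0.356 with an estimated correlation. In scion flower buds the list median was 0.64 in replicate 1, the array with the most leaf signal, and 0.18 in replicate 3, while replicate 2 at -0.51 lay within the -0.73 to -0.19 of the rootstock, and scion leaves stood at 0.54 to 0.58.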

The expression elevation of bZIP1 (at5g49450), a positive regulator of plant tolerance to salt, osmotic and drought stresses [63], water-deficit stress related remorin family protein (at2g41870) [64]and the stress responsive heat shock C1 (at3g24520) [53]anticipates role of these genes in acclimating scion on rootstock.

The E genes of ABCDE model, SEPALLATA (SEP) 1–4, are essential for the normal development of petals, stamens, carpels and sepals [65]. SEP 1–4 genes (at5g15800, at3g02310, at1g24260 and at2g03710) were up-regulated in the leaves of scion, as compared to rootstock. 

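SEP1 and SEP2 rose in scion leaves by 3.87 ± 0.34 (SE, adjusted p = 0.00485) and 1.81 ± 0.18 (SE, adjusted p = 0.00524) on the log2 scale (n = 3 arrays per group), and so did AP1 (at1g69120), which specifies sepals and petals, by 1.22 ± 0.17 (SE, adjusted p = 0.0441). SEP3 and SEP4 were higher by 1.81 ± 0.54 (SE, adjusted p = 0.391) and 1.10 ± 0.27 (SE, adjusted p = 0.248), which did not pass the test. All 8 measured genes of floral organ identity were higher in scion leaves, 3 rose and 5 did not pass (6 rose when adjusted over the list alone). UFO, which acts with AP1 and other factors in early flowers, differed by 0.19 ± 0.17 (SE, adjusted p = 0.930) and SPT, of the carpel, by 0.93 ± 0.26 (SE, adjusted p = 0.349). Of these genes 5 stand in S1 Table, which the study chose on these samples, so their shared direction is not independent evidence. SEP1, SEP2 and SEP3 were highest in scion leaf replicate 3, where transcripts specific to flower buds were also highest. With the replicates as blocks within leaves SEP1 and SEP2 kept their calls (adjusted p = 0.0172 and 0.0462), and for AP1 the adjusted p was 0.0979. The call of AP1 was made in 1 of the 12 fits that left out 1 array (adjusted p 0.00448 to 0.172).

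**Figure D1:**
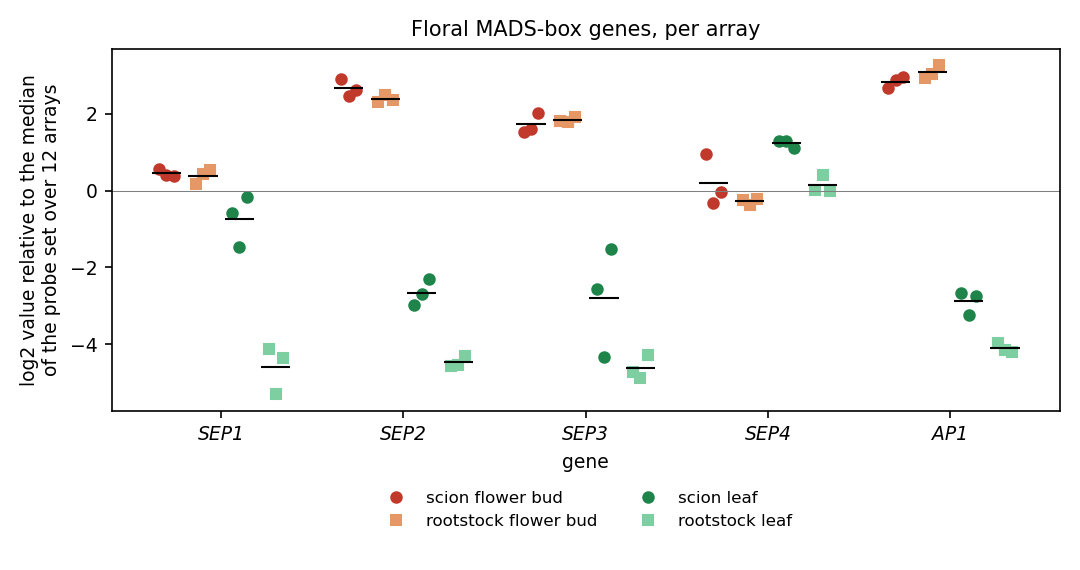
Log2 values of SEP1 to SEP4 and AP1 relative to the median of each probe set, for each of 12 arrays, with the mean of each group as a line. For SEP1 the scion leaf arrays lie between -1.46 and -0.17, all above the rootstock leaf arrays at -5.30 to -4.13.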

Mutation in SEP genes leads to development of flowers composed of leaf-like organs, whereas, over-expression promotes early flowering without affecting floral morphology [66]. In addition, some other key regulators of flowering, Jumonji C and AHL16, were up-regulated in scion leaves. 

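The Jumonji C gene JMJD5 (at3g20810) was higher in scion leaves by 2.67 ± 0.55 (SE, adjusted p = 0.154) on the log2 scale and AHL16 by 2.23 ± 0.71 (SE, adjusted p = 0.443), with n = 3 arrays per group, and neither passed the test. JMJD5 belongs to the evening genes of the circadian clock, of which all 6 measured members were higher in scion leaves and none rose (6 when adjusted over the list alone). The clock gene ELF4 was higher by 1.56 ± 0.57 (SE, adjusted p = 0.563) and GI by 0.61 ± 0.26 (SE, adjusted p = 0.676), whereas in scion flower buds 5 of 6 evening genes were higher and GI differed by 0.10. RVE7, the only gene of the morning list with a named probe set, was higher in scion leaves by 1.40 ± 0.35 (SE, adjusted p = 0.275). Of the evening genes 5 stand in S1 Table, which the study chose on these samples, so their direction is not independent evidence. Their list median on the scion leaf arrays was -0.19 and 0.38 in replicates 1 and 3, the arrays with transcripts specific to flower buds, and -2.12 in replicate 2, near the -2.67 to -2.01 of the rootstock.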

Jumonji C (at3g20810) is a histone demethylase which regulates the period length in Arabidopsis by chromatin remodeling [67]. AHL16 is an AT-hook DNA binding protein, which regulates vegetative to the reproductive phase transition of the meristem, and flowering time [68]. 

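Genes that set flowering time did not pass in leaves, where 5 of 6 were higher in the scion and none rose (1 when adjusted over the list alone). SPL4 (at1g53160), which promotes the change to flowering, was highest there with 1.30 ± 0.31 (SE, adjusted p = 0.237) on the log2 scale (n = 3 arrays per group). In scion flower buds 4 of 6 were higher and TFL1 (at5g03840), which keeps the inflorescence meristem indeterminate and delays flowering, rose by 1.90 ± 0.31 (SE, adjusted p = 0.0348), and 2 rose over the list alone. Of the members 3 stand in S1 Table, which the study chose on these samples. The call of TFL1 was made in 6 of the 12 fits that left out 1 array (adjusted p 0.0234 to 0.187).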

The enhanced level of transcripts for SEP 1–4, AHL16 and Jumonji C genes could be suggestive of the initiatives taken by scion for regulating flowering. The MYB transcription factor, ATRL2 (at2g21650), was highly expressed in rootstock leaves. 

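The log2 difference of ATRL2 between scion and rootstock leaves was -3.12 ± 0.74 (SE, adjusted p = 0.231), with n = 3 arrays per group, which did not pass the test. All scion leaf arrays lay below all rootstock leaf arrays, a separation that chance alone gives in 10% of such comparisons, either direction counted. In flower buds it was -0.48 ± 0.74 (SE, adjusted p = 0.913).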

The gene has been observed to be involved in stress responses [53,69], besides in ovule development and control of floral asymmetry [70]. 

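None of the ethylene response factors passed the test in leaves, and 6 of 7 measured members had lower values in the scion (2 fell when adjusted over the list alone). The log2 differences in leaves were -1.24 ± 0.35 (SE, adjusted p = 0.362) for ERF6 (at4g17490), -1.53 ± 0.85 (SE, adjusted p = 0.809) for ERF2 (at5g47220) and -1.10 for ERF1A (at4g17500), all activators or regulators of defence genes (n = 3 arrays per group). The related genes at4g32800 and at5g07580 differed by -1.51 ± 0.28 (SE, adjusted p = 0.113) and -1.17 ± 0.22 (SE, adjusted p = 0.118), and RAV1 (at1g13260) by -1.22 ± 0.48 (SE, adjusted p = 0.613). For ORA59, which joins ethylene and jasmonate signals, the difference was -1.92 ± 0.60 (SE, adjusted p = 0.437), and its adjusted p with the replicates as blocks within leaves was 0.0463. In flower buds as well 6 of 7 were lower in the scion and 1 fell (4 over the list alone). The DELLA gene RGL1 (at1g66350), a repressor of gibberellin responses, and GAMT2 (at5g56300), which inactivates gibberellin, differed in leaves by -1.24 ± 0.32 (SE, adjusted p = 0.286) and -1.46 ± 0.24 (SE, adjusted p = 0.0716). The study named these genes in tables drawn up on these samples, so their direction is not independent evidence.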

Rootstock leaves showed elevated transcription of genes related to ethylene (at4g17500, at5g47220, at4g17490, at4g32800, at5g07580 and at1g13260) and gibberellic acid (at1g66350 and at5g56300). Thus, enhanced expression was observed for the genes related to ethylene and gibberellic acid in scion flower buds and rootstock leaves (Fig 4).

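The ethylene receptor genes ERS1 and ERS2, whose products hold the pathway off until ethylene binds, were higher in scion flower buds by 0.66 ± 0.18 (SE, adjusted p = 0.156) and 1.12 ± 0.44 (SE, adjusted p = 0.364) on the log2 scale (n = 3 arrays per group). All 3 measured genes of receptors and core signalling were higher there and none rose (2 when adjusted over the list alone), and in scion leaves 1 of 3 was higher. Gibberellin genes were divided, with 10 of 17 higher in scion flower buds and 9 in scion leaves, and none passed (2 fell in leaves over the list alone). GA2OX1, which breaks gibberellin down, differed by -0.40 in flower buds and 0.12 in leaves. In leaves 24 of 41 probe sets of the ethylene class of S3 Table and 12 of 21 of the gibberellin class were lower in the scion, and none fell (2 and 2 over the list alone). As classes neither stood apart in leaves (camera, adjusted p = 0.161 for ethylene and 0.741 for gibberellin).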

**Fig 4:**
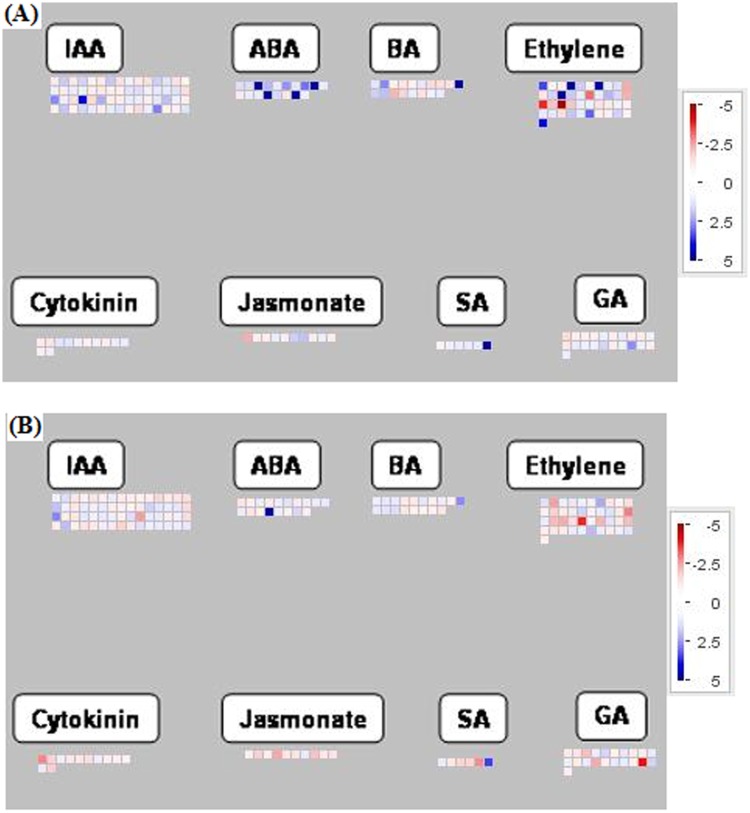
MapMan visualization of differentially expressed genes (scion *vs*. rootstock; p ≤ 0.05) assigned to the functional category of hormone metabolism in (A) flower bud, and (B) leaf. The details of the genes have been mentioned in S3 table.

### Highly expressed genes

A total of 18 genes (other than transcription factors) were identified with an expression difference (scion *vs* rootstock) of at least 8 folds in flower buds and leaves (Table 7). 

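At least 8-fold increases in scion flower buds were found for 22 probe sets, of which 9 were called. The largest was that of HIS1-3, at 27.0-fold. In scion leaves 8 probe sets were at least 8-fold higher, with 1 called, SEP1 at 14.6-fold. Table 7 names 17 loci, of which 13 were at least 8-fold higher in scion flower buds and 6 rose there. Its members without a call include at4g14020 and at2g31945, which were higher in scion flower buds by 3.01 ± 1.05 (SE, adjusted p = 0.282) and 3.22 ± 0.87 (SE, adjusted p = 0.157) on the log2 scale (n = 3 arrays per group). The study chose these loci by their fold change on these samples.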

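RAB18, a dehydrin that protects cells during water loss, rose in scion flower buds by 4.32 ± 0.61 (SE, adjusted p = 0.0227) on the log2 scale, and the phosphatase gene HAI2 (at1g07430), a negative regulator of ABA signalling, rose by 3.52 ± 0.53 (SE, adjusted p = 0.0305), with n = 3 arrays per group. The linker histone HIS1-3 (at2g18050) and at3g02480 of the LEA family were higher by 4.76 ± 0.96 (SE, adjusted p = 0.0667) and 4.22 ± 0.85 (SE, adjusted p = 0.0660), and the phosphatase gene PP2CA (at3g11410) by 1.25 ± 0.28 (SE, adjusted p = 0.0953), which did not pass the test. In scion leaves none of these genes passed, with log2 differences of 3.04 ± 0.96 (SE, adjusted p = 0.443) for HIS1-3, 3.12 ± 0.85 (SE, adjusted p = 0.325) for at3g02480, 0.67 for RAB18, 0.86 for HAI2 and 0.34 for PP2CA. With the replicates as blocks within leaves HIS1-3 had an adjusted p of 0.0221. The calls of RAB18 and HAI2 in flower buds were made in 6 and 5 of the 12 fits that left out 1 array (adjusted p 0.00189 to 0.141 and 0.0124 to 0.175).

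**Figure D2:**
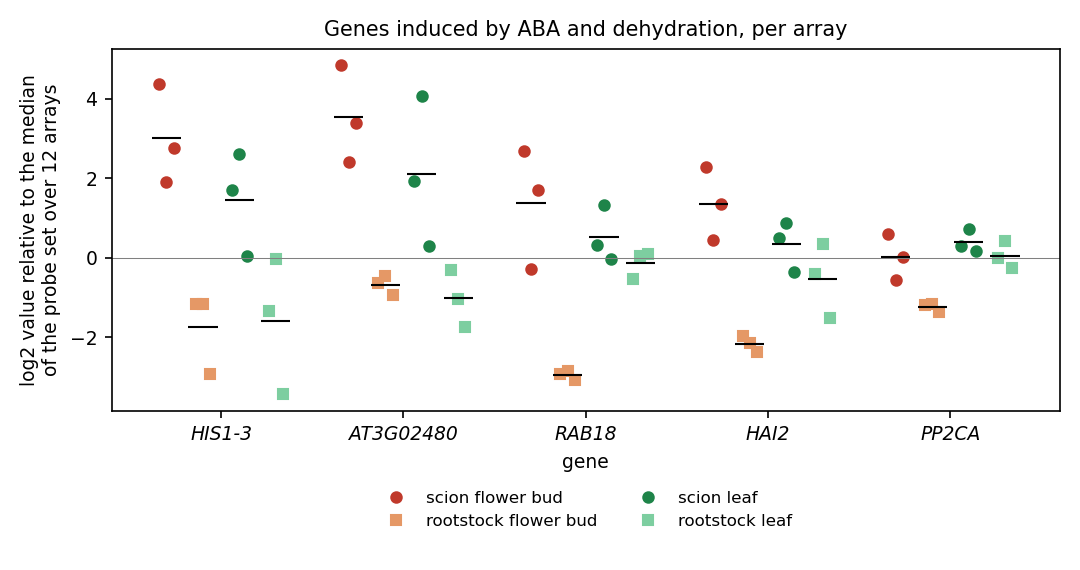
Log2 values of genes induced by ABA and dehydration relative to the median of each probe set, for each of 12 arrays, with the mean of each group as a line. For RAB18 the scion flower bud arrays lie between -0.28 and 2.68, all above the rootstock flower bud arrays at -3.08 to -2.86.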

The transcript level of dehydration and ABA inducible genes- ABA responsive protein-related (at3g02480) [56], Histone H1-3 (at2g18050) [71], Responsive to ABA 18 dehydrin family protein (at5g66400) [71]and protein phosphatase 2C (at1g07430 and at3g11410) [72,73], were higher by many folds in scion flower buds and leaves (Table 7). This indicates existence of ABA-mediated signaling in scion which could help the scion organs in withstanding grafting related stress, such as water deficiency. This is further supported by higher level of expression of Late Embryogenesis Abundant-7 protein in scion buds which confers resistance to abiotic stresses and ABA sensitivity [74]. 

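LEA7 (at1g52690) rose in scion flower buds by 3.76 ± 0.57 (SE, adjusted p = 0.0298) on the log2 scale (n = 3 arrays per group), and its value in scion leaves was 2.98 ± 0.57 (SE, adjusted p = 0.124), which did not pass the test. In leaves 17 of 23 LEA genes named by the annotation were higher in the scion and none rose (3 rose and 1 fell when adjusted over the list alone). As a list they stood higher in scion leaves (camera, adjusted p = 0.0262), with adjusted p = 0.554 with an estimated correlation. The list median was 0.45 in scion leaf replicate 2 but 0.03 and -0.12 in replicates 1 and 3, against -0.09 to 0.04 in the rootstock. The adjusted p was 0.789 without scion leaf replicate 2, 0.0535 without rootstock leaf replicate 1 and 0.243 without rootstock leaf replicate 3. The call of LEA7 in flower buds was made in 5 of the 12 fits that left out 1 array (adjusted p 0.0150 to 0.126). From the higher transcript levels of genes inducible by ABA and dehydration, the paper reads an indication of ABA-mediated signaling in the scion, and it counts the level of LEA7 in scion buds in favour of this. It proposes that such signaling could help the scion organs to withstand stress related to grafting, such as water deficiency.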

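ACO3 (at1g12010), an ACC oxidase, rose in scion flower buds by 4.03 ± 0.47 (SE, adjusted p = 0.00987) on the log2 scale (n = 3 arrays per group), and in scion leaves it differed by -0.25 ± 0.47 (SE, adjusted p = 0.977). The related oxidase gene ACO4 was higher in scion flower buds by 0.75 ± 0.45 (SE, adjusted p = 0.622), which did not pass the test. Of 5 measured genes of ethylene synthesis, 3 were higher in scion flower buds and 1 rose (2 rose and 2 fell when adjusted over the list alone), while in scion leaves all 5 were lower and none fell. The call of ACO3 was made in 10 of the 12 fits that left out 1 array (adjusted p 0.00782 to 0.0564).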

The grafting may induce ethylene production in scion flower buds, as suggested by the several fold up-regulation of 1-Aminocyclopropane-1-carboxylate (ACC) oxidase which is involved in the final step of ethylene production in plant tissues [75,76]. Expression of Cysteine Endopeptidase 1 was also found highly expressed, which could be related to ethylene regulation [77]or in response to stress stimuli [78]in scion flower buds. 

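CEP1 (at5g50260), a cysteine endopeptidase of tissues undergoing programmed cell death, the tapetum among them, rose in scion flower buds by 4.11 ± 0.71 (SE, adjusted p = 0.0456) on the log2 scale (n = 3 arrays per group). Senescence genes as a group were divided, with 3 of 5 higher in scion flower buds, of which ORE1 rose (2 rose when adjusted over the list alone), and 3 of 5 higher in scion leaves, of which none rose. The senescence regulator WRKY6 differed by 0.51 ± 0.70 (SE, adjusted p = 0.898) in flower buds and 0.02 in leaves. The call of CEP1 was made in 3 of the 12 fits that left out 1 array (adjusted p 0.0129 to 0.187), and its adjusted p was 0.0575 with the replicates as blocks within flower buds.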

Another ethylene induced and flowering related gene, Xyloglucan Endotransglucosylase/hydrolase3 [79], was up-regulated in scion flower buds. 

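XTH3 (at3g25050), which cuts and rejoins xyloglucan in the cell wall, was higher in scion flower buds by 3.48 ± 0.81 (SE, adjusted p = 0.109) on the log2 scale (n = 3 arrays per group) and did not pass the test. Its scion and rootstock flower bud arrays overlapped, as replicate 3 of the rootstock was above replicate 2 of the scion.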

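The largest decrease in scion flower buds was 4.97-fold, in a probe set that the annotation leaves unnamed, and no probe set was 8-fold lower there. Among named genes the stress-responsive factor ERF6 and the superoxide dismutase gene at2g28190 had the largest decreases that passed the test. In scion leaves 2 probe sets were at least 8-fold lower, those of at3g45160 and ATRL2, and at3g45160 was called, at 9.20-fold (n = 3 arrays per group).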

In scion buds, no gene was down-regulated with a difference of at least 8 folds.

**Table 7:** Genes (other than TFs) showing at least 8-fold (bold) differential expression (scion *vs* rootstock) in flower buds and/or leaves.

Putative gene function	GeneID	Fold Change in flower bud	Fold change in leaf
Histone H1-3	at2g18050	**27.04**	**8.24**
Responsive to ABA18	at5g66400	**20.01**	1.59
2-Oxoglutarate-dependent dioxygenase	at2g25450	**18.92**	2.34
ABA-responsive protein-related	at3g02480	**18.69**	**8.70**
Cysteine proteinase	at5g50260	**17.29**	1.26
1-Aminocyclopropane-1-carboxylate (ACC) oxidase	at1g12010	**16.33**	-1.19
Late embryogenesis abundant protein	at1g52690	**13.59**	7.87
Protein phosphatase2C	at1g07430	**11.47**	1.82
Xyloglucan endotransglycosylase/hydrolase3	at3g25050	**11.15**	-1.00
Response to cyclopentenone	at2g31945	**9.34**	5.48
Cell wall / vacuolar inhibitor of fructosidase1	at1g47960	**9.29**	1.96
Cinnamyl-alcohol dehydrogenase (CAD) family	at1g09500	**8.33**	**9.38**
Rapid alkalinization factor (RALF) family protein	at4g14020	**8.03**	1.48
Cold Regulated Gene27	at5g42900	-1.06	**9.91**
Defensin-like (DEFL) family protein	at3g59930	1.69	**9.88**
Cinnamyl-alcohol dehydrogenase (CAD) family	at1g09500	**8.33**	**9.38**
Lipid transfer protein4	at5g59310	3.25	**9.10**
Glucosinolate biosynthetic process	at3g45160	1.04	**-9.20**

The details of the genes have been given in S4 Table.

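The clock-regulated cold gene COR27 (at5g42900) was higher in scion leaves by 3.31 ± 0.68 (SE, adjusted p = 0.151) on the log2 scale, and LTP4 (at5g59310), a lipid transfer protein, by 3.19 ± 0.74 (SE, adjusted p = 0.231), with n = 3 arrays per group. The probe set that the paper assigns to at3g59930 was higher by 3.30 ± 0.90 (SE, adjusted p = 0.319) and the dehydrogenase gene at1g09500 by 3.23 ± 1.06 (SE, adjusted p = 0.475). None of them passed the test, while LTP4 had an adjusted p of 0.0352 with the replicates as blocks over all arrays. In flower buds at1g09500 was higher in the scion by 3.06 ± 1.06 (SE, adjusted p = 0.279) and COR27 differed by -0.08.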

Scion leaves showed higher accumulation of the transcripts for Histone H1-3, ABA-responsive protein-related, Cold Regulated Gene27 (at5g42900) [80], Defensin-like protein (at3g59930) [81], Cinnamyl-alcohol dehydrogenase (at1g09500) [81]and Lipid transfer protein4 (at5g59310) [81]. 

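The gene at3g45160 fell in scion leaves by 3.20 ± 0.33 (SE, adjusted p = 0.00524) on the log2 scale (n = 3 arrays per group) and kept its call with the replicates as blocks within leaves (adjusted p = 0.0368). Of 5 measured genes of glucosinolate synthesis, 3 were lower in scion leaves and none fell (1 rose when adjusted over the list alone). The sulfotransferase SOT18 differed by 0.16 ± 0.21 (SE, adjusted p = 0.965) and the glucosyltransferase UGT74B1 by -0.45 ± 0.33 (SE, adjusted p = 0.897) in leaves. In scion flower buds 4 of 5 were higher, and FMO GS-OX2 (at1g62540), which modifies the glucosinolate side chain, rose by 1.87 ± 0.31 (SE, adjusted p = 0.0363), and 2 rose over the list alone. The call of FMO GS-OX2 was made in 5 of the 12 fits that left out 1 array (adjusted p 0.0172 to 0.191).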

In rootstock leaves, the transcript for a gene of Glucosinolate biosynthetic process (at3g45160) was highly up-regulated. Glucosinolate biosynthesis is known to be involved in defense signaling pathways, and its expression is induced in response to salicylic acid, jasmonic acid, ethylene and wound [82]. It coincides with up-regulation of the transcripts related to salicylic acid, jasmonic acid, and ethylene in the rootstock leaves (Fig 4).

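Of 9 measured genes of salicylic acid and defence, 8 were lower in scion than in rootstock leaves, and BG3 alone fell (1 when adjusted over the list alone). GRX480, a glutaredoxin induced by salicylic acid, differed by -0.31 ± 0.92 (SE, adjusted p = 0.985) on the log2 scale (n = 3 arrays per group). Jasmonate genes were lower in scion leaves for 9 of 12, with none past the test, and LOX3, a lipoxygenase of jasmonate synthesis, differed by -0.83 ± 0.81 (SE, adjusted p = 0.938). In flower buds 6 of 9 genes of salicylic acid and 6 of 12 of jasmonate were lower, and none passed. In the classes of S3 Table, 4 of 6 salicylic acid and 9 of 10 jasmonate probe sets were lower in scion leaves, and the jasmonate class stood lower with the replicates as blocks within leaves (adjusted p = 0.00577) but not without them (camera, adjusted p = 0.161), with adjusted p = 0.742 with an estimated correlation and no block. The cytokinin class had 9 of 12 lower and stood lower as a class (camera, adjusted p = 0.00242), with adjusted p = 0.110 with an estimated correlation. The study drew up these classes, and most members of the lists, on these samples, so their direction is not independent evidence.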

## Conclusion

Grafting triggers differential expression of numerous genes related to stress, biotic and abiotic stimuli, hormonal pathway, and flowering etc. in flower buds and leaves of the scion and rootstock. The study is useful in understanding the molecular basis of grafting and the intermediates involved in the acclimation of scion on rootstock.

## Supporting Information

S1 Fig Quantitative RT-PCR expression analyses of five randomly chosen genes. The relative expression of the five genes was in agreement with the microarray fold change. The sequences of primers and details were provided in S5 Table.
(TIF)

S2 Fig Meta analysis. The similarity search in Genevestigator, using the differentially expressed transcripts (scion *vs*. rootstock; ≥ 2 fold change; p ≤ 0.05) revealed perturbations (top 3) comparing transcriptome between the drought study *vs*. control plants in flower buds and leaves.
(TIF)

S1 Table Differentially regulated probe sets with ≥ 2 fold change expression difference at p ≤ 0.05, between scion *vs*. rootstock in flower bud and/or leaf.

S2 Table Details of the differentially expressed genes showed in Fig 3.

S3 Table Details of the differentially expressed genes showed in Fig 4.

S4 Table Details of the differentially expressed genes mentioned in Tables 1–6.

S5 Table Gene-specific primers used for qRT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

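Gene expression had been measured on 12 Affymetrix ATH1 arrays, with 1 sample per chip and 3 replicates each of scion flower buds, rootstock flower buds, scion leaves and rootstock leaves, harvested 10 to 20 days after grafting. The authors made the deposited log2 values from the array intensities with RMA in GeneSpring, and the values show that the median of each probe set over the 12 arrays had been set to 0 before they were deposited, a step the methods do not state. Such values give differences between groups, and an expression level, a background or a share of dim probe sets cannot be read from them. The raw intensities, the qRT-PCR values and the Genevestigator search were not analysed here.

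The 64 control probe sets were left out, since they report hybridization and not plant genes, and the remaining 22746 were tested. The platform annotation gives a single gene for 13513 of these and several genes for 503, and 471 further probe sets were named only by tables of the study, while 8246 stayed unnamed. Where both sources name a nuclear probe set, 450 of 453 carry the same locus. Genes known only from tables of the study had been chosen on these samples, and they were kept out of the list tests. Tested members can still stand in S1 Table, as did 11 of 33 plastid-encoded photosynthesis genes and 4 of 23 LEA genes. The same held for 3 of 7 PLATZ, 3 of 6 sugar starvation and 4 of 7 tapetum and exine genes. Tests of these lists are therefore not fully independent of the study's choice.

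Differences between scion and rootstock were tested with limma 3.58.1 in R 4.3.3, in 1 fit over the 12 arrays with a mean for each of the 4 groups and the default empirical Bayes prior. Each probe set thus had 1 spread for both organs, and its SE was the same in flower buds and leaves. Tables were made with pandas 2.3.3 in Python 3.11.15. Contrasts were scion minus rootstock in flower buds, the same in leaves, and the difference of both for the organs. A probe set was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2, the thresholds of the methods, and the organ difference carried no fold threshold. Pearson and Spearman correlations across probe sets describe how far both organs moved together, without a p, since genes are not independent replicates.

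Gene lists were written down before the values were opened, from general knowledge of Arabidopsis genes, and after the tables of the study had been read. Lists with at least 5 members measured by a single-gene probe set were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over lists and organs. Members were also counted after adjustment over the list alone. The hormone classes of S3 Table were tested in the same way as a separate family. The genes named in the text follow a rule set beforehand. It takes every gene that the results, Table 7 and the qRT-PCR primer table name by locus. It adds for each organ the 10 called single-gene probe sets with the largest increase and the 10 with the largest decrease in which the arrays of scion and rootstock do not overlap. It further adds in each list and organ up to 4 members past the test with the smallest adjusted p and up to 2 others as examples. The examples were to be those with the highest mean, which centred values do not hold, and the lowest locus number was used instead. AHL16, which the study names without a locus number, and SOC1, PAKRP2 and LKR/SDH stand outside the rule and were chosen after their values had been seen. The values of the genes in the tables of the study had been seen, and 1 gene that the rule takes is not reported here.

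The methods state that each scion was grafted back onto its own plant and that the organs of both were taken at the same time. They do not say whether equal replicate numbers come from the same plants. After removal of the group means, leaf arrays of the same number were correlated at 0.342, 0.714 and 0.816, and all leaf pairs of different number at 0.396 or less, while flower bud arrays of the same number were correlated at 0.0234, 0.0741 and 0.201. The replicate numbers were therefore also used as blocks, over all arrays and within the organ, and these values are given beside the leaf calls. With the block within the organ, 60 of the 90 flower bud calls and 5 of the 12 leaf calls were shared with the fit without a block. With 3 arrays per group the precision is limited, and the same fit was tested on simulated data with 50 changed probe sets at each size. It found 16 at a log2 change of 1, 44 at 2, 49 at 3 and 50 at 4, with the right sign in each, and called 7 of the unchanged probe sets. The simulated errors were independent, with 1 spread per probe set over all arrays. The real leaf arrays were correlated, and array weights ran from 0.279 in rootstock leaf replicate 3 to 3.90 in rootstock flower bud replicate 2. These shares therefore do not carry over to the real arrays, where 9 of 22 increases of at least 8-fold in scion flower buds were called.

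Other processing was tried for each result. Set beforehand were the replicate number as a block over all arrays or within the organ, the arrays of 1 organ alone, equal array medians, leaving out probe sets whose names end in _s_at or _x_at, array weights, the one-way analysis of variance of the methods over the 4 groups or within the organ, leaving out each array in turn, and the other list tests. A robust prior without an intensity trend and leaving out scion leaf replicates 1 and 3 together were added after the values had been seen. Other splits of the arrays were counted, all 10 within an organ and all 100 pairs over both organs, and the simulated data used seed 7. Filters on dim probe sets, a prior with an intensity trend and quantile normalization within an organ were not run, since centred values hold no intensity.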

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

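The list tests in this part were planned, and the shares of flower bud and leaf tissue and the tests of a later stage were chosen after the results had been seen.

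Genes of the tapetum and exine moved apart between the organs in a test of the difference (adjusted p = 0.00831, 0.494 with an estimated correlation, and 1.85e-04 to 0.0336 when 1 array was left out), with a median log2 difference of -0.41 in flower buds, where 2 of 7 were higher in the scion, and 0.71 in leaves, where 6 of 7 were. In scion leaf replicates 1, 2 and 3 these 7 members, which the annotation names, need a median share of flower bud tissue of 0.296%, 0.0712% and 1.37%, and 15 members named by the annotation or the study and specific to flower buds need 1.5%, 0.0512% and 3.00%, against 1.03%, 0.0677% and 2.04% for other probe sets specific to flower buds, so flower bud tissue in 2 of the scion leaf samples may account for the list. SEP1 would need 49.9%, 25.6% and 67.5% in the same arrays, above the 95th percentile of the other probe sets at 9.47%, 3.69% and 16.3%. This argues against tissue like the harvested flower buds as the source of SEP1 in scion leaves. SEP1 was the largest called increase in leaves, and floral tissue of another composition was not tested. The shares for SEP2, with 1.57%, 2.13% and 3.03%, and for SEP3, with 3.68%, 0.242% and 8.66%, stay below those percentiles and leave flower bud tissue open for both. A response of scion leaves to grafting or to their position on the stem stays open for SEP1 and was not tested, since ungrafted stems are not among the arrays.

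Of the 54 increases called in scion flower buds, 39 had a scion mean above each of the 6 leaf arrays, and 32 had each scion array above them, although scion flower bud replicate 1 held a median share of leaf signal of 8.22%. A mixture of flower bud and leaf tissue cannot exceed both, which argues against leaf tissue as the source of these 39 increases and leaves it open for the other 15. Meiosis genes, which the study does not discuss, were lower in scion flower buds, with 6 of 6 lower, a median log2 difference of -0.24 and an adjusted p of 0.0287, and the list median was 0.16 in scion flower bud replicate 1 against 0.63 and 0.48 in replicates 2 and 3, 0.56 to 0.95 in the rootstock and -0.49 to -0.24 in leaves. The adjusted p was 0.502 with an estimated correlation and 0.00143 to 0.124 when 1 array was left out, and the list did not pass without scion flower bud replicate 1 (0.106), without rootstock flower bud replicate 1 (0.124), without rootstock flower bud replicate 2 (0.101) and without scion leaf replicate 2 (0.0538). Pollen coat genes of the late tapetum had list medians of 3.06 to 4.32 in scion flower buds against 1.11 to 2.36 in the rootstock. MYB35 fell by 1.59, and genes of late pollen were nearly level, with 6 of 10 higher. A later stage of the scion flower buds, which would lower genes of early anthers, cannot be told apart from a response to grafting for any of these genes. The stage of the buds on each array is not given, and the leaf signal of scion flower bud replicate 1 stays open for the meiosis list as well.

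The other lists below differed between the organs in a test of the difference itself. For plastid-encoded photosynthesis genes the adjusted p was 3.20e-16 (0.446 with an estimated correlation, 9.96e-35 to 2.51e-10 when 1 array was left out), with medians of 0.73 in flower buds, where 30 of 33 were higher in the scion, and -0.17 in leaves, where 8 of 33 were. The flower bud part rests on rootstock replicates 1 and 2, with list medians of -1.68 and -1.70. Rootstock replicate 3 at -0.56 lay within the -0.61 to -0.49 of the scion. For mitosis genes of the G2/M phase the adjusted p was 2.60e-04 (0.494 with an estimated correlation, 8.12e-06 to 0.00305 when 1 array was left out), with medians of -0.82 and 0.51, and with 0 of 5 and 5 of 5 higher. The G2/M list median was lowest among flower buds in scion replicate 1, the array with the most leaf signal (0.50, against 1.22 and 1.06 in replicates 2 and 3 and 1.61 to 1.87 in the rootstock). In leaves it was -1.16 and -0.50 in scion replicates 1 and 3, the arrays with flower bud signal, against -2.06 in replicate 2 and -2.36 to -1.30 in the rootstock, and without both of these arrays, a choice made after the values had been seen, the adjusted p of the difference was 0.249. For LEA proteins it was 0.0293 (0.494 with an estimated correlation), with medians of 0.25 and 0.23, and with 19 and 17 of 23 higher. The LEA difference had an adjusted p of 2.12e-04 to 0.325 when 1 array was left out, and did not pass without scion flower bud replicate 1 (0.119), without rootstock flower bud replicate 1 (0.0591), without rootstock flower bud replicate 2 (0.0550), without scion leaf replicate 1 (0.0627), without scion leaf replicate 3 (0.325) and without rootstock leaf replicate 2 (0.167).

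The hormone classes of S3 Table that differed between the organs were chosen by the study on these samples, so they are not independent evidence. The adjusted p was 3.87e-04 for the ABA class (0.196 with an estimated correlation, medians of 0.58 in flower buds and 0.15 in leaves, 16 and 10 of 18 higher) and 0.00170 for the ethylene class (0.157, medians of 0.15 and -0.09, 23 and 17 of 41 higher). It was 0.00318 for the cytokinin class (0.0955, medians of 0.07 and -0.28, 7 and 3 of 12 higher). These 3 differences passed in each of the 12 fits that left out 1 array, with adjusted p of at most 0.0173 for ABA, 0.0417 for ethylene and 0.0251 for cytokinin. The salicylic acid class had an adjusted p of 0.0227 (0.157 with an estimated correlation, medians of 0.24 and -0.54, 5 and 2 of 6 higher), and 0.00250 to 0.156 when 1 array was left out. It did not pass without scion flower bud replicate 2 (0.0827), without rootstock flower bud replicate 3 (0.0541), without scion leaf replicate 3 (0.156) and without rootstock leaf replicate 1 (0.0611).

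Signals also appeared in gene lists that the study does not discuss as such. The paper does report amino acid metabolism as over-represented in scion flower buds. MGL, a member of the sugar starvation and amino acid catabolism list, stands under its cysteine and methionine term. Of the 6 tested members of that list, 3 stand in S1 Table, which the study chose on these samples. Genes of sugar starvation and amino acid catabolism were higher in scion flower buds (adjusted p = 0.00727, 7.65e-04 to 0.0297 when 1 array was left out, median of 0.57, 4 of 6 higher, with array medians of 0.64 in scion replicate 1, the array with the most leaf signal, and of -0.51 and 0.18 in replicates 2 and 3 against -0.73 to -0.19 in the rootstock) and in scion leaves (adjusted p = 1.93e-04, 2.25e-05 to 0.00584 when 1 array was left out, median of 0.73, 6 of 6 higher), with 0.356 for both with an estimated correlation. Genes of late pollen were higher in scion leaves, with 10 of 10 higher, a median of 0.19 and an adjusted p of 0.00528 (0.504 with an estimated correlation). This came from 1 array, since the median of the list was 0.52 in scion leaf replicate 2, against 0.04 and 0.02 in replicates 1 and 3 and -0.01 to 0.05 in rootstock leaves, and without scion leaf replicate 2 the adjusted p was 0.690.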

How the results depend on the processing

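The alternatives of this part were set before the data were examined, except for the robust prior and for leaving out scion leaf replicates 1 and 3 together, which were chosen after the values had been seen. The reference is the limma fit with 54 increases and 36 decreases called in flower buds, 6 and 6 in leaves, 102 in either organ, 0 in both and 0 for the organ difference, with a correlation of 0.185 between the organs. No result past its test reversed its direction under an alternative, and the correlation between the organs, which has no test, turned slightly negative without scion leaf replicate 2.

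Equal array medians left 88 of the 90 flower bud calls and all 12 leaf calls, and leaving out probe sets named _s_at or _x_at left 87 and 12. With the replicate block 93 increases were called in flower buds and 78 of the 90 calls were shared. With the replicate block within the organ 110 increases were called in flower buds, 165 probe sets in either organ and 3 in both, and 60 of the 90 flower bud and 5 of the 12 leaf calls were shared. With the arrays of the organ alone the leaf calls were 0 up and 0 down, from a spread estimated on fewer arrays, and 51 of the flower bud calls were shared. With array weights the calls were 479 up and 160 down in flower buds, 115 up and 111 down in leaves, 842 in either organ, 23 in both and 467 for the organ difference, and 89 of the 90 and 11 of the 12 calls were shared. With the one-way analysis of variance over 4 groups the calls were 421 up and 145 down in flower buds, 152 up and 145 down in leaves, 800 in either organ and 63 in both. Its p tests the 4 groups together, so a difference between the organs passes it as well. With the one-way analysis of variance within the organ the calls were 0 up and 0 down in flower buds, 0 up and 0 down in leaves and 0 in either organ, where the limma fit of all arrays has an unadjusted p of at most 0.05 for 1348 probe sets up and 1158 down in flower buds and for 724 and 902 in leaves. For the other settings the cause was not tested.

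Leaving out 1 array moved most counts. Flower bud increases ranged from 0 (without rootstock flower bud replicate 1) to 219 (without scion flower bud replicate 2) and flower bud decreases from 0 to 67 with the same 2 arrays. Without scion flower bud replicate 1, rootstock flower bud replicate 2 and scion leaf replicate 1 the flower bud calls were 18, 4 and 24, without scion flower bud replicate 3 and rootstock leaf replicates 1 and 2 they were 51, 45 and 47, and between 63 and 112 without each of the other 4 arrays. Leaf increases ranged from 2 (without scion flower bud replicate 3 and without each rootstock flower bud array) to 41 (without scion leaf replicate 2), with 3 without scion leaf replicate 1 and rootstock leaf replicates 1 and 3. Leaf decreases ranged from 5 (without each flower bud array and without scion leaf replicate 1) to 15 (without rootstock leaf replicate 3), with 14 and 10 without scion leaf replicates 2 and 3. Calls in either organ ranged from 7 to 295 with the arrays of the flower bud range, calls in both organs from 0 to 1, and the organ difference from 0 to 34 (without scion leaf replicate 2), with 13 without scion flower bud replicate 2, 9 without rootstock leaf replicate 1, 3 without rootstock flower bud replicate 3 and scion leaf replicate 3, and 2 without rootstock leaf replicate 3. The correlation between the organs ranged from -0.0110 (without scion leaf replicate 2) to 0.339 (without scion leaf replicate 3), with 0.0222 without rootstock leaf replicate 3 and 0.298 without rootstock leaf replicate 2. Without scion leaf replicates 1 and 3 together, where the lone scion leaf array is assumed to vary like the other groups, the calls were 28 up and 15 down in flower buds, 124 up and 35 down in leaves, 199 in either organ, 3 in both and 51 for the organ difference, with a correlation of 0.341. With the robust prior 71 of the 90 flower bud calls and all 12 leaf calls were made.

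Of the lists, PLATZ genes in flower buds had an adjusted p of 0.0682 with the arrays of the organ alone and 5.25e-05 to 0.0704 when 1 array was left out, the highest without scion flower bud replicate 3. An estimated correlation gave 0.502 for the G2/M phase, 0.356 for LEA proteins, 0.356 for plastid-encoded photosynthesis and 0.502 for PLATZ in flower buds, and fry gave 0.232, 0.148, 0.0952 and 0.232. Over 60 list tests in both organs and their difference, 22 passed. Of these 22 all were lost with an estimated correlation and 21 with fry. The estimated correlation was 0.886 for G2/M, 0.515 for late pollen, 0.444 for plastid-encoded photosynthesis, 0.296 for PLATZ and 0.241 for LEA proteins. The preset of 0.01 thus treats members of these lists as nearly independent, although they varied together. For the cytokinin class the estimate was 0.0103, so it does not account for that loss. The reason for the losses with fry was not tested. With the replicate block 0 of the 22 were lost, with array weights 4, and 1 to 4 when 1 array was left out (4 without scion leaf replicate 2).

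Of 226 values of named genes, 47 were called. Of these 47, all were lost with the one-way analysis within the organ, 27 with the arrays of the organ alone, 17 with the block within the organ, 6 with the replicate block, 8 with the robust prior, 1 with array weights and 0 with the one-way analysis over 4 groups or with equal medians. Leaving out 1 array lost 5 (without scion flower bud replicate 2 or scion leaf replicate 3) to 40 (without rootstock flower bud replicate 1). Others passed where they had not, with 57 for array weights and 75 for the one-way analysis over 4 groups. Filters on dim probe sets, a prior with an intensity trend and quantile normalization within the organ were not run, because centred values hold no level, which also keeps the signal over background unknown. The mean of all probe sets of a gene could not change a list, as no listed gene had a second single-gene probe set.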

Differences from the paper's values

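No test in this part was chosen after the results had been seen, and the alternatives named were set before the data were examined. At the thresholds the paper states, 2-fold and an adjusted p of at most 0.05, 102 probe sets were called in either organ, against the 840 of the paper. For flower buds only, 54 were called up, against about 390 in Fig 2, read by eye, and 36 down, against about 140 in Fig 2, read by eye. For leaves only, 6 were called up, against about 100 in Fig 2, read by eye, and 6 down, against about 140 in Fig 2, read by eye. For both organs 0 were called with limma, against about 68 in Fig 2, read by eye.

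With the one-way analysis of variance over the 4 groups the counts came within 1.5 times each of these values of the paper, with 800 in either organ, 371 up and 132 down in flower buds only, 101 up in leaves only and 63 in both. Array weights came as close for 842 in either organ, 462 up in flower buds only, 97 up and 106 down in leaves only and for the decreases in flower buds only, but not for the 23 in both organs. The replicate block over all arrays or within the organ, the arrays of the organ alone, equal array medians, leaving out _s_at and _x_at probe sets, the one-way analysis of variance within the organ and leaving out each array in turn did not come within 1.5 times any of the 6 values of the paper.

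Of the 840 probe sets of S1 Table, 102 were called with limma in at least 1 organ and 738 were not, and 723 had a 2-fold change with an unadjusted p of at most 0.05. Of the 800 probe sets called with the one-way analysis of variance over the 4 groups, 781 stand in S1 Table. The fold changes themselves were close to those of the paper. In flower buds 836 of the 840 folds of S1 Table and in leaves 837 of 839 came out within 1%, and none of the fold changes of Table 7 differed from the paper's by more than the SE of the log2 difference. With array weights 3 fold changes of Table 7 differed by more than that SE, with 23.3 against the paper's 11.15 for at3g25050 in flower buds, 21.8 against the paper's 9.88 for at3g59930 in leaves, and, as rootstock over scion, 7.23 against the paper's 9.20 for at3g45160 in leaves. In S1 Table the 4 flower bud folds that differ hold 1 and the same value, and 1 leaf cell holds the name of a probe set in place of a fold. Table 7 lists at1g09500 in 2 of its lines, so it holds 17 loci.

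The text of the paper gives a direction for 49 measured genes in flower buds and 30 in leaves as differentially expressed, and all 49 and all 30 had that direction here. Of these, 15 in flower buds and 4 in leaves were called with limma, so the direction is shared for the whole set while the call is not. The one-way analysis of variance over the 4 groups called 45 and 28 of them, array weights 43 and 18, the replicate block 19 and 5, the block within the organ 16 and 4, and the arrays of the organ alone 13 and 0. Leaving out 1 array called 0 to 27 in flower buds and 4 to 8 in leaves. The paper reports RGL1 as lower and ATHB7 as higher in scion leaves, and the values here were -1.24 (adjusted p = 0.286) for RGL1 and 1.46 (adjusted p = 0.804) for ATHB7. For both genes no setting gave a call in leaves, and the adjusted p came closest with the one-way analysis of variance over the 4 groups, with 0.0612 and 0.0522.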

Other observations

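The tests of the time of day and of other splits of the arrays were chosen after the results had been seen, and the other values of this part come from planned tests. Genes of sulfur starvation were higher in the scion in both organs, with 5 of 5 higher in flower buds (median log2 difference of 1.49) and 5 of 5 in leaves (0.71), none past the test over all probe sets, and 3 and 1 past it over the list alone. Of these members 4 stand in S1 Table, which the study chose on these samples. The lysine breakdown gene LKR/SDH, chosen after its values were seen, was higher in scion leaves by 2.83 ± 0.49 (SE, adjusted p = 0.0812) and in scion flower buds by 1.85 ± 0.49 (SE, adjusted p = 0.148), with n = 3 arrays per group. The ethylene receptor and signalling genes had a median of 0.66 in flower buds, where 3 of 3 were higher in the scion and none passed, and -0.19 in leaves, where 1 of 3 was.

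The pollen coat genes that rose in scion flower buds had a median of -0.02 in leaves, where 4 of 8 were higher in the scion and none passed. The tapetum and exine genes named by the annotation or by the study had a median of 1.42 in leaves, where 16 of 17 were higher and none passed over all probe sets, while 10 rose over the list alone. Genes of late pollen had a median of 0.05 in flower buds, with 6 of 10 higher and none past the test. Genes of meiosis had a median of -0.05 in leaves, with 3 of 8 higher and none past the test. The meristem gene CLV3 differed by -0.21 ± 0.19 (SE, adjusted p = 0.798) in flower buds and by -0.07 in leaves.

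Evening clock genes were higher in scion leaves, with 6 of 6 higher, a median log2 difference of 1.94, none past the test over all probe sets and 6 past it over the list alone, and 5 of the 6 stand in S1 Table. On the scion leaf arrays the median of the list was -0.19 and 0.38 in replicates 1 and 3 but -2.12 in replicate 2, close to the -2.67, -2.31 and -2.01 of the rootstock. Leaves taken at different times of day would move morning genes the other way. RVE7, the only listed morning gene with a named probe set, moved the same way with 1.40 ± 0.35 (SE, adjusted p = 0.275). The methods state that scion and rootstock organs were taken at the same time, which speaks against a difference in the time of day. A single morning gene cannot settle it from the values, and other morning genes may lie among the unnamed probe sets, which were not searched. An effect of the graft or of the position on the stem was not tested.

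In flower buds the real split gave 90 calls and the highest of the other splits 0, and 6 lists past the threshold against 7, from 10 splits with 1 and 2 results as large. In leaves the real split gave 12 calls and the highest of the others 1925, and 6 lists against 4, from 10 splits with 3 and 1 results as large. These splits are too few for a share under 0.05. The split with 1925 calls sets scion leaf replicates 1 and 3 and rootstock leaf replicate 3 against the other leaf arrays, which points to a structure of the leaf samples other than scion and rootstock, and replicate 3 of both leaf groups lay apart on the second principal component, with 11.44% of the variance. Leaf arrays of the same replicate number were correlated and are taken as pairs here, which the methods do not state. Among the 4 splits that part every pair the real one gave 12 calls, the highest of the others 0, and 1 was as large. The other 6 splits keep the arrays of at least 1 pair together. These 4 splits are too few as well.

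Over both organs all 100 pairs of splits were counted. For calls in either organ the real value was 102 and the highest other 2086, and 13 were as large, so chance cannot be excluded. Of these 13, 10 hold the leaf split with 1925 calls. Among the 40 pairs of splits whose leaf split parts every leaf pair, the real value was 102 and the highest other 57, and 1 was as large. This set was chosen after the counts had been seen. It also restricts the leaf splits alone and not those of flower buds, so it does not exclude chance either. The real values for calls in both organs and for the organ difference were 0, and the highest others 11 and 2807. Each of the 100 pairs is necessarily as large as 0, so these 2 counts test nothing. With limma 1760 probe sets had an unadjusted p of at most 0.05 for the organ difference, and array weights gave 23 calls in both organs and 467 for the organ difference.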
